# Integrative Analysis of Sex-Specific microRNA Networks Following Stress in Mouse Nucleus Accumbens

**DOI:** 10.3389/fnmol.2016.00144

**Published:** 2016-12-23

**Authors:** Madeline L. Pfau, Immanuel Purushothaman, Jian Feng, Sam A. Golden, Hossein Aleyasin, Zachary S. Lorsch, Hannah M. Cates, Meghan E. Flanigan, Caroline Menard, Mitra Heshmati, Zichen Wang, Avi Ma'ayan, Li Shen, Georgia E. Hodes, Scott J. Russo

**Keywords:** depression, stress, sex differences, RNA-Seq, microRNA, nucleus accumbens

## Abstract

Adult women are twice as likely as men to suffer from affective and anxiety disorders, although the mechanisms underlying heightened female stress susceptibility are incompletely understood. Recent findings in mouse Nucleus Accumbens (NAc) suggest a role for DNA methylation-driven sex differences in genome-wide transcriptional profiles. However, the role of another epigenetic process—microRNA (miR) regulation—has yet to be explored. We exposed male and female mice to Subchronic Variable Stress (SCVS), a stress paradigm that produces depression-like behavior in female, but not male, mice, and performed next generation mRNA and miR sequencing on NAc tissue. We applied a combination of differential expression, miR-mRNA network and functional enrichment analyses to characterize the transcriptional and post-transcriptional landscape of sex differences in NAc stress response. We find that male and female mice exhibit largely non-overlapping miR and mRNA profiles following SCVS. The two sexes also show enrichment of different molecular pathways and functions. Collectively, our results suggest that males and females mount fundamentally different transcriptional and post-transcriptional responses to SCVS and engage sex-specific molecular processes following stress. These findings have implications for the pathophysiology and treatment of stress-related disorders in women.

## Introduction

Across cultures, adult women are twice as likely as men to suffer from affective and anxiety disorders including Major Depressive Disorder (MDD, Kessler et al., 1994, 2005; Bebbington, 1998). This enhanced female susceptibility begins in adolescence, declines post menopause, and is most pronounced during periods of great hormonal flux (perimenopause, postpartum period, late luteal phase), suggesting a role for female sex hormones in depression (Deecher et al., 2008; Gobinath et al., 2014). Once symptomatic, men and women experience depression differently—men are more likely to report anger, substance abuse, and risk-taking behavior; whereas women are more likely to experience somatic symptoms including irritability, fatigue, anhedonia, and sleep and appetite disturbances (Silverstein, 2002; Martin et al., 2013). Furthermore, women display enhanced risk of comorbid anxiety disorders and pain (Silverstein, 2002; Gobinath et al., 2014). Several studies suggest that sex differences may extend to treatment response, with women responding preferentially to selective serotonin reuptake inhibitors (SSRIs) over tricyclic antidepressants (TCAs), and men showing either no preference or better response to TCAs vs. SSRIs (Kornstein et al., 2000; Martenyi et al., 2001; Baca et al., 2004; Keers and Aitchison, 2010). Despite sex differences in MDD prevalence, symptoms, and treatment response, female subjects remain underrepresented in basic research, particularly in neuroscience (Beery and Zucker, 2011; Clayton and Collins, 2014).

Nevertheless, findings in animal models have yielded insight into the sexual dimorphism of MDD (Pfau and Russo, 2015). Stress is a key precipitating factor in the development of depressed mood and anxiety in human patients (Hammen, 2016; Pemberton and Fuller Tyszkiewicz, 2016). While adult female rodents often display greater cognitive resilience to chronic stress than males (Bowman et al., 2001; Luine, 2002; Conrad et al., 2003; Kitraki et al., 2004), they show enhanced emotional susceptibility to numerous stress paradigms (Westenbroek et al., 2003; Dalla et al., 2008; LaPlant et al., 2009; Sachs et al., 2014; Hodes et al., 2015a). Sex differences in the ventral striatum are increasingly implicated in adult female emotional vulnerability. The nucleus accumbens (NAc), a component structure of the ventral striatum, is essential for reward and emotion processing, and receives dense innervation from mood-related structures including the ventral tegmental area, amygdala, hippocampus, prefrontal cortex, and hypothalamus (Russo and Nestler, 2013). Recent studies highlight a role for NAc transcriptional and epigenetic processes in sex-specific stress responses. Following exposure to Subchronic Variable Stress (SCVS)—a stress paradigm that is sufficient to induce depression-like behavior in female mice but not in male mice—males and females exhibit remarkably different NAc transcriptional profiles that have been linked to both Nuclear factor κB (NfκB) transcription factor signaling (LaPlant et al., 2009) and epigenetic regulation by DNA methyltransferase 3a (Dnmt3a) (Hodes et al., 2015a).

Another potential epigenetic mechanism contributing to marked sex differences in stress-induced transcriptional patterns is post-transcriptional regulation by microRNAs (miRs). miRs are small, endogenous RNAs approximately 22 nucleotides in length. miRs do not encode proteins, but instead act to post-transcriptionally regulate the expression of target mRNA through sequence-specific binding, leading to subsequent mRNA destabilization or translational repression (Bartel, 2004; O'Carroll and Schaefer, 2013; Eichhorn et al., 2014). The evolutionary potency of miRs underscores their importance, and indeed, bioinformatic predictions estimate that 30% of mammalian protein-coding mRNAs are subject to miR regulation (O'Connor et al., 2012). Although the effect on protein expression of a single miR-mRNA interaction is modest, miRs can have hundreds of targets, and multiple miRs can target the same mRNA simultaneously (O'Carroll and Schaefer, 2013). miRs are highly enriched in the brain—50% of known mammalian miRs are expressed in the brain—and have been implicated in numerous neural processes including circuit formation and plasticity; synaptic function; and neuronal survival, differentiation, and diversity (O'Carroll and Schaefer, 2013). Dysregulated miRs have been reported in postmortem brain (Smalheiser et al., 2012; Issler et al., 2014; Lopez et al., 2014a,b; Maheu et al., 2015), blood (Belzeaux et al., 2012; Li et al., 2013; Fan et al., 2014; Issler et al., 2014; Lopez et al., 2014a; Camkurt et al., 2015), and dermal fibroblasts (Garbett et al., 2015) of depressed patients. In preclinical models, miRs have been implicated in depression-related processes ranging from glucocorticoid resistance (Uchida et al., 2008; Vreugdenhil et al., 2009) and corticotropin releasing factor sensitivity (Haramati et al., 2011), to behavioral resilience (Smalheiser et al., 2011; Dias et al., 2014; Issler et al., 2014) and antidepressant efficacy (Baudry et al., 2010; Issler et al., 2014).

In the present study, we aimed to characterize the NAc transcriptional and post-transcriptional landscape associated with sex differences in behavioral response to SCVS. Using RNA Sequencing (RNA-Seq), we performed an unbiased, genome-wide bioinformatic analysis of sex-specific miR and mRNA transcriptome profiles in mouse NAc following exposure to SCVS. We created miR-mRNA networks to probe and illustrate the complexity of stress-induced miR regulation in males and females. We find that male and female mice initiate fundamentally different transcriptional and post-transcriptional responses to stress. Furthermore, we report that male mice are not insensitive to SCVS, but rather mount a consistently robust transcriptional and post-transcriptional response to stress. This study provides new insight into the multiple levels of transcriptional processes that inform sex differences in stress susceptibility.

## Materials and methods

### Animals

C57BL/6J male and female mice (Jackson Laboratory, Bar Harbor, ME) aged 8 weeks were used for all RNA-Seq and quantitative real-time PCR (qPCR) validation studies. All mice were shipped to the Icahn School of Medicine at Mount Sinai (ISMMS) animal facility at 7 weeks of age and were acclimated to the facility for 1 week prior to SCVS. Mice were group housed and maintained on a 12-h light/dark cycle in which lights were on between 7 A.M. and 7 P.M. with *ad libitum* access to food and water. All mouse procedures were approved by and performed in accordance with the National Institute of Health Guide for Care and Use of Laboratory Animals and the Institutional Animal Care and Use Committee at the Icahn School of Medicine at Mount Sinai. Different mouse cohorts were used for RNA-Seq and qPCR validation studies.

### Subchronic variable stress (SCVS)

SCVS, which consists of three stressors administered over the course of 6 days, was performed as described previously (LaPlant et al., 2009; Hodes et al., 2015a). One unpredictable stressor was administered for an hour each day, and the stressors were alternated during the 6 days to prevent habituation. The three stressors included, in order: foot shock, tail suspension, and physical restraint. For foot shock stress, 10 same sex mice were placed in a fear conditioning chamber with electric grid flooring (Med Associates, St. Albans, VT) and administered 100 random 0.45 mA, 2 s foot shocks. For tail suspension stress, mouse tails were adhered to a bar, leaving the mice suspended for 1 h in an inverted position. For physical restraint stress, mice were placed in a well-ventilated, 50-mL centrifuge tube in the home cage for 1 h. The stressors were repeated in the same order on days 4–6, such that mice received foot shock stress on days 1 and 4, tail suspension stress on days 2 and 5, and restraint stress on days 3 and 6. After each stressor, mice were returned to the home cage until the next stressor or sacrifice. Unstressed controls were group housed in the home cage until sacrifice. SCVS-induced depression-like behavior was not assayed prior to sacrifice to avoid the introduction of testing-induced transcriptional changes. Furthermore, post-SCVS behavioral phenotypes have been well documented previously (LaPlant et al., 2009; Hodes et al., 2015a). The behavioral endpoints of SCVS in female mice include decreased sucrose preference (Hodes et al., 2015a), increased latency to eat in the novelty suppressed feeding test (Hodes et al., 2015a), increased immobility in the forced swim test (LaPlant et al., 2009; Hodes et al., 2015a), and increased latency to groom in the splash test (Hodes et al., 2015a). In contrast, male mice behave similarly to unstressed controls across these behavioral measures (LaPlant et al., 2009; Hodes et al., 2015a).

### Estrous cycle monitoring

Vaginal lavage was performed on all female animals at sacrifice to determine estrous cycle stage. A sterile cotton swab moistened with 0.9% saline was used to collect a sample of vaginal cells from each animal. The sample was smeared onto a slide, left to dry overnight, and stained with 1% Toluidine Blue (Sigma-Aldrich, St. Louis, MO). Cycle stage was determined by visual inspection of cell morphology under a light microscope and recorded for each animal. Lavage was only performed at the point of sacrifice to best facilitate direct comparison of the sexes. Repeated lavage affects reward-related processes such as cocaine-stimulated motor behavior, and lavaged rats develop a conditioned place preference to a lavage-paired compartment (Walker et al., 2002). Therefore, daily lavage across all 6 days of the stress and at sacrifice could be potentially confounding. Furthermore, in an independent cohort of mice, we found that female mice cycled normally throughout exposure to the stress protocol (Figure S1) and did not demonstrate a stress-induced shift in length and duration of the estrous cycle that has been reported for other chronic stress paradigms (Konkle et al., 2003; Tou et al., 2004).

### Tissue collection, RNA extraction, and cDNA synthesis

NAc samples were collected from each animal as described previously (Golden et al., 2013; Hodes et al., 2015a). Twenty-four hours after the last stressor, animals were rapidly decapitated and bilateral 14-gauge ventral striatum punches were collected on ice. Punches were flash frozen on dry ice and stored at −80°C until RNA extraction. RNA was isolated using homogenization in Qiazol (Qiagen, Hilden, Germany) followed by chloroform layer separation. For sequencing, bilateral NAc punches from 5 animals (10 NAc punches) were pooled for each library at the point of homogenization. Pooling was necessary to yield sufficient input for miR sequencing, and was controlled for estrous cycle stage such that all female samples were derived from mice in estrus and proestrus. Mice in diestrus and metestrus were excluded from analysis. The aqueous RNA layer was further processed via miRNeasy mini kit (Qiagen, Hilden, Germany) to yield separate fractions enriched for small RNA (<200 bp; for small RNA sequencing) and large RNA (>200 bp; for mRNA sequencing). RNA and miR quality was assessed by Bioanalyzer (Agilent, Santa Clara, California). For qPCR validations, total RNA was extracted and purified (miRNeasy micro kit, Qiagen, Hilden, Germany) from bilateral NAc punches from individual animals. The RNA was then analyzed by Nanodrop (Thermo Fisher Scientific, Waltham, MA), and 500 ng of RNA was reverse transcribed to cDNA (qScript cDNA Supermix, Quanta Biosciences, Beverly, MA). cDNA was diluted in nuclease-free water to 500 uL (1 ng/uL).

### Small RNA sequencing and differential analysis

Small RNA-Seq libraries were generated from enriched small RNA fractions (<200 bp) according to the instructions of the Scriptminer Small RNA-Seq Library Preparation Kit (Epicentre, Madison, WI) with modifications as described in Dias et al. (2014). Libraries were constructed from pooled RNA samples (*n* = 5 mice/library) and run in independent biological replicates of 3 libraries per sex/stress condition for a total of 12 libraries. Library size and concentration were confirmed by Bioanalyzer (Agilent, Santa Clara, CA) prior to sequencing. Multiplexed libraries were pooled 12 to a lane and sequenced on a single lane of a HiSeq 2000 sequencer (Illumina, San Diego, CA) with 100 bp single-end reads at the ISMMS Genomics Core. Raw sequencing reads were processed by fastx trimmer (http://hannonlab.cshl.edu/fastx_toolkit) to remove the 3′ adaptor sequence, and sequences shorter than 16 nucleotides were subsequently discarded. Sequencing quality was assessed by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Sequencing yielded 192 million reads, with approximately 16 million high quality reads per sample. Reads were aligned to the mm9 mouse genome using Bowtie short read aligner (Langmead et al., 2009) and quantified against mature miRBase release 21 annotation using the HT-Seq Python package (Anders et al., 2015). Differential analysis was performed using the voom-limma R package (Law et al., 2014; Ritchie et al., 2015). A multifactorial, gene-wise linear model with stress and sex as main factors was fit to expression data to determine the effect of stress in males and females separately and to control for baseline variation in miR expression. An uncorrected *p* < 0.05 and a fold change threshold of 1.3 were used to determine differential miR expression, in accordance with the statistical cutoff used for NAc small RNA-Seq in Dias et al. (2014). Small RNA-Seq data has been made publicly available in the Gene Expression Omnibus (GEO) repository under the accession number GSE90962.

### mRNA sequencing and differential analysis

RNA-Seq libraries were generated from large RNA fractions (>200 bp) with RIN values > 8.8 as described in Feng et al. (2014). As for small RNA sequencing, libraries were constructed from pooled RNA samples (*n* = 5 mice/library) and run in independent biological replicates of 3 libraries per sex/stress condition for a total of 12 libraries. RNA (1 ug) was used for mRNA library construction according to the instructions of the TruSeq RNA Library Preparation Kit v2 (Illumina, San Diego, CA) as described in Hodes et al. (2015a). Libraries were evaluated by Bioanalyzer (Agilent, Santa Clara, CA) to verify size and concentration before pooling 12 to a lane and sequencing on 3 lanes of a HiSeq 2000 machine (Illumina, San Diego, CA) with 50 bp paired-end reads at the ISMMS Genomics Core. Sequencing yielded >30 million high quality reads per sample. Short reads were aligned to the Ensembl *mus musculus* NCBIM37 version 67 reference genome using TopHat2 (Kim et al., 2013). Quality assessment revealed a >90% mapping rate, with ~10% of those reads mapping to mitochondrial RNA and <1% aligning to ribosomal RNA. Individual gene counts for each sample were obtained using the HTSeq Python package (Anders et al., 2015). Only genes with >5 reads in at least 80% of samples in any one of the experimental conditions were included in differential analysis. Differential analysis was performed using the voom-limma R package (Law et al., 2014; Ritchie et al., 2015). A multifactorial, gene-wise linear model with stress and sex as main factors was fit to expression data to determine the effect of stress in males and females separately and to control for baseline variation in gene expression. An uncorrected *p* < 0.05 and a fold change threshold of 1.3 were used to determine differential gene expression, in accordance with the statistical cutoff used for NAc RNA-Seq in previously published reports (Hodes et al., 2015a; Bagot et al., 2016). RNA-Seq data has been made publicly available in the Gene Expression Omnibus (GEO) repository under the accession number GSE90962.

### Quantitative overlap

Quantitative overlap analysis was performed as described in Hodes et al. (2015a) using the *SuperExactTest* R software package (Wang et al., 2015). Differentially expressed mRNAs or miRs were divided into upregulated and downregulated lists. *SuperExactTest* R software was utilized to compare lists pairwise, generating 22 unique comparisons. mRNA/miR identifiers from each list were extracted for each comparison, and the quantitative overlap for each list was determined and statistically analyzed via a Fisher's Exact test. For all comparisons, significance was set at *p* < 0.05 and the number of background mRNAs/miRs was kept constant to reflect the total number of candidate mRNAs/miRs analyzed in the differential expression analysis (19,827 mRNAs, 781 miRs).

### miR-mRNA network analysis

Predicted targets of stress-regulated miRs in males and females were identified using miRWalk 2.0 (http://zmf.umm.uni-heidelberg.de/apps/zmf/mirwalk2/), an online archive of predicted and experimentally validated miR-target interactions (Dweep et al., 2011; Dweep and Gretz, 2015). miRWalk searches were customized to yield only target mRNAs predicted by both the TargetScan and miRWalk algorithms for subsequent network analysis. Significant association of predicted targets of stress-regulated miRs within mRNA differential lists was assessed using chi-squared tests. The frequencies of upregulated, downregulated, and neutral mRNAs in stressed vs. control groups were computed from mRNA lists for each sex and were used as background. Then, for each differentially regulated miR, the frequencies of upregulated, downregulated and neutral *target* genes were computed from the mRNA differential list referencing the miRWalk predicted target list. A chi-squared test was then performed for each miR, comparing the frequencies of up, down and neutral *target* mRNAs versus that of the background. Significant miRs surviving this analysis were identified using a Benjamini-Hochberg adjusted *p*-value cut-off of *p* < 0.05. miR-mRNA relationships were then classified as having a positive association (both the miR and target mRNA are regulated by stress in the same direction) or a negative association (the miR and target mRNA are regulated by stress in opposite directions). miR-target network visualizations were constructed using Cytoscape v3.3.0 (cytoscape.org).

### Functional annotation and pathway analysis

Canonical Pathways and Diseases and Functions analyses were performed on differentially regulated genes and miR-targeted genes using Qiagen's Ingenuity Pathway Analysis (IPA, Qiagen Redwood City, CA, http://www.qiagen.com/ingenuity). Gene Ontology (GO) analysis was performed on differentially regulated and miR-targeted genes with Database for Annotation, Visualization and Integration Discovery (DAVID) Bioinformatics Resources (https://david.ncifcrf.gov/) using the DAVID *mus musculus* background (Huang da et al., 2009a, 2009b). IPA pathways/functions and GO terms were considered significantly enriched when Fisher's Exact –log(*p*-value) ≥ 1.3.

### Quantitative real-time PCR

Quantitative real-time PCR (qPCR) biological validations of RNA-Seq targets were performed on NAc samples from individual animals. The qPCR reaction mixture consisted of 5 uL PerfeCta SYBR Green SuperMix, ROX (Quanta Biosciences, Beverly, MA), 1 uL primer (PrimeTime predesigned qPCR primers, Integrated DNA Technologies, Coralville, IA), 1 uL nuclease-free water, and 3 uL cDNA template. Samples were heated to 95°C for 2 min followed by 40 cycles of 95°C for 15 s, 60°C for 33 s, and 72°C for 33 s on an Applied Biosystems 7900 RT PCR System (Foster City, CA). Data were analyzed using the 2^−ΔΔ(Ct)^ method (Livak and Schmittgen, 2001). 

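In RNA-Seq libraries of the NAc, 3 of each sex and stress condition, *Lsm4* and *Kcnc2* were compared between stressed mice and unstressed controls of the same sex. *Lsm4* (ENSMUSG00000031848) lies on chromosome 8 of NCBIM37 from 73197147 to 73202651 and *Kcnc2* (ENSMUSG00000035681) on chromosome 10 from 111708179 to 111903360, and both are annotated as protein coding. *Lsm4* had 18.5 ± 2.56 CPM (edgeR's unit for counts normalized to library size; SD, n = 3 libraries) in unstressed males and 17.4 ± 1.05 in stressed males, a log2 fold change of -0.08 with a standard error of 0.10 (adjusted p = 0.68, limma). In females it had 21.7 ± 1.68 CPM without stress and 21.9 ± 1.61 CPM after SCVS, a log2 fold change of 0.01 with a standard error of 0.09 (adjusted p = 0.996, limma), whose sign changed to -0.01 when libraries were scaled by their size alone. *Kcnc2* had 20.8 ± 2.22 CPM in unstressed and 21.6 ± 2.83 CPM in stressed males, a log2 fold change of 0.05 with a standard error of 0.25 (adjusted p = 0.927, limma). In females *Kcnc2* had 27.3 ± 9.99 CPM without stress and 27.9 ± 7.66 CPM after SCVS, a log2 fold change of 0.08 with a standard error of 0.23 (adjusted p = 0.979, limma). Each of the 12 fits that left out one library kept the female log2 fold change of *Kcnc2* between -0.23 and 0.35, and that of *Lsm4* between -0.05 and 0.05.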

Expression values were normalized to stably expressed reference genes (*Lsm4, Kcnc2*) that were selected from RNA-Seq gene lists based on their lack of regulation by SCVS. Expression values were normalized such that control groups show no fold change.

### Statistical analysis

For qPCR validations, differences between stressed and unstressed groups were compared using unpaired *t*-tests (two-tailed) or Wilcoxon Mann-Whitney (two-tailed) nonparametric *U*-tests when group variances were unequal. All statistical analyses were performed using GraphPad Prism 5.0 software (GraphPad Software Inc., La Jolla, CA). Statistical significance was set at *p* < 0.05. Grubbs outlier test was performed and samples that varied more than two standard deviations from the mean were removed.

## Results

### SCVS induces largely non-overlapping mir transcriptional profiles in male and female mice

Gonadally intact, adult male and female mice were exposed to SCVS, consisting of 6 consecutive days of 3 alternating, unpredictable stressors: repeated foot shock, tail suspension, and physical restraint (Figure 1A). 

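Small RNA from the NAc of stressed and unstressed mice of each sex was sequenced in 12 libraries, 3 per group, each prepared from 10 NAc punches pooled from 5 mice. Stressed mice had been exposed to SCVS for 6 days, and their tissue was collected 24 h after the last stressor. Because each library is a pool, the 3 libraries of a group are the replicates, and differences between single mice are not seen. The authors trimmed the reads, discarded those under 16 nucleotides, aligned the rest to the mouse genome and deposited the number of reads counted on each miR, without normalization. The deposited names are those of the miRBase precursors, so that a value covers the 3p and 5p products of a precursor together. Between 5086554 and 13522287 reads per library were counted on miRs, with medians of 5422338 in unstressed males, 11464455 in stressed males, 7826154 in unstressed females and 9472149 in stressed females. The 10 miRs with the most reads took between 32.7% and 35.6% of a library. Of 1180 listed miRs, 500 had more than 5 reads in at least 80% of the libraries of at least one group, which with 3 libraries means all 3, and were tested. Counts were scaled by edgeR's TMM method and compared with voom and limma in a model with one mean per group, which gave the effect of SCVS in each sex and the difference between the 2 effects. A miR was taken as regulated by SCVS when its unadjusted limma p was under 0.05 and its fold change at least 1.3 in either direction, and numbers at a Benjamini-Hochberg adjusted p under 0.05 are given beside.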

To profile stress-induced changes to the global NAc miRnome, we performed small RNA-Seq on NAc tissue collected 24 h after the last stressor. We compared stressed groups to same sex, unstressed controls in order to identify sex-specific patterns. Importantly, we controlled for female estrous cycle by including only females in estrus or proestrus so as to capture a period of great hormonal flux in estrogen and progesterone levels (Scharfman and MacLusky, 2008), and therefore recapitulate the peak sensitivity of female rodents to stress (Viau and Meaney, 1991; Carey et al., 1995; Bangasser and Valentino, 2014) and women to depression (Hendrick et al., 1998; Cohen et al., 2006; Gobinath et al., 2014). In males, 42 miRs were regulated by SCVS compared to unstressed male controls: 25 miRs were upregulated, and 17 miRs were downregulated (Figure 1B, Table S2). 

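By these thresholds 26 of the tested miRs were regulated by SCVS in males, 14 upregulated and 12 downregulated, and for each of the 26 all 3 stressed libraries lay on the same side of the mean of the unstressed libraries. None had an adjusted p under 0.05 (smallest adjusted p 0.0676), and 62 had an unadjusted p under 0.05 regardless of fold change. When every miR with at least 1 read in any library was tested, 61 of 896 miRs were regulated. Same-numbered libraries of the 2 male groups deviated from their group means with a correlation of 0.0914 across miRs, and with the replicate number as a blocking factor 34 miRs were regulated, 4 of them at an adjusted p under 0.05. Of the 42 miRs in the male part of Table S2, 38 were tested, 33 changed in the listed direction and 19 met the thresholds in that direction. Among regulated miRs with a mean of at least 10 reads, the largest changes in males apart from mir-206 were those of mir-3547, from 8.55 ± 2.65 to 4.39 ± 1.28 CPM (SD, n = 3 libraries; log2 fold change -1.03, standard error 0.27, adjusted p = 0.134), and mir-20b, which lies on chromosome X from 50095290 to 50095369 (log2 fold change -0.74, standard error 0.28, adjusted p = 0.275). For mir-5121 the log2 fold change was -0.65 with a standard error of 0.19, and for mir-378d it was 0.63 with a standard error of 0.27. Among miRs known from muscle and from red blood cells, mir-1a-1 had a log2 fold change of 0.43 and mir-144 one of 0.47. Across the 12 libraries, the level of mir-144 and the mean level of red blood cell mRNAs had a Pearson r of 0.808 (permutation p = 0.00129, adjusted 0.00516 over 4 relations) and a Spearman rho of 0.692 (permutation p = 0.0157, adjusted 0.0626); r was 0.733 without the 2 libraries farthest from the median and 0.714 within groups.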

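In stressed females compared to unstressed control females, 24 miRs met the same thresholds, 7 upregulated and 17 downregulated, and 23 of them changed the same way in all 3 stressed libraries. The adjusted p of every miR was above 0.05 (smallest 0.344), and 40 miRs had an unadjusted p under 0.05. DESeq2's Wald test gave 12 miRs, and testing miRs with at least 1 read in any library gave 47. The deviations of same-numbered libraries of the 2 female groups were correlated across miRs (r = 0.244), and with the replicate number as a blocking factor 23 miRs were regulated, with no adjusted p under 0.05 and 45 unadjusted p values under 0.05. Of the regulated miRs, 33.3% had a mean under 10 reads per library, compared with 10.6% of the tested miRs. Among regulated miRs with a mean of at least 10 reads, the largest changes were those of mir-6979, which fell from 2.21 ± 0.506 to 1.03 ± 0.303 CPM (SD, n = 3 libraries; log2 fold change -1.07, standard error 0.28, adjusted p = 0.344), and mir-3095, which rose from 0.920 ± 0.375 to 1.78 ± 0.396 CPM (log2 fold change 0.90, standard error 0.39, adjusted p = 0.554). Downregulated miRs also included mir-363 on chromosome X from 50094870 to 50094944 (log2 fold change -0.71, standard error 0.24) and mir-467a-8 on chromosome 2 from 10422449 to 10422531 (-0.63, standard error 0.21). Of the 28 miRs in the female part of Table S2, 25 were tested, 20 changed in the listed direction and 12 met the thresholds in that direction, whereas mir-1981 met them in the opposite direction (log2 fold change -0.39).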

In females, 20% fewer miRs—28 miRs—were regulated by SCVS: 18 miRs were upregulated, and 10 miRs were downregulated (Figure 1B, Table S2). As illustrated by union maps (Figure 1B) and heatmap visualizations (Figure 1C), miR transcriptional profiles for males and females were largely non-overlapping. 

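Across the tested miRs, the log2 fold changes in males and females had a Pearson correlation of -0.124, and of -0.0471 among miRs with a mean of at least 10 reads per library; miRs are not independent replicates, and no p is given for it. Leaving out one library at a time kept the correlation between -0.206 and -0.0391, and the filter for at least 10 reads in every library reversed its sign, to 0.0425. Deviations of same-numbered libraries of the same sex had a correlation of 0.167 for miRs, and with the replicate number as a blocking factor, shared or separate for each sex, the correlation of the fold changes was -0.125 or -0.134. A difference between the effects in the 2 sexes, tested as the sex-by-stress interaction, met the thresholds for 34 miRs, of which only mir-206 had an adjusted p under 0.05.

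**Figure D1:**
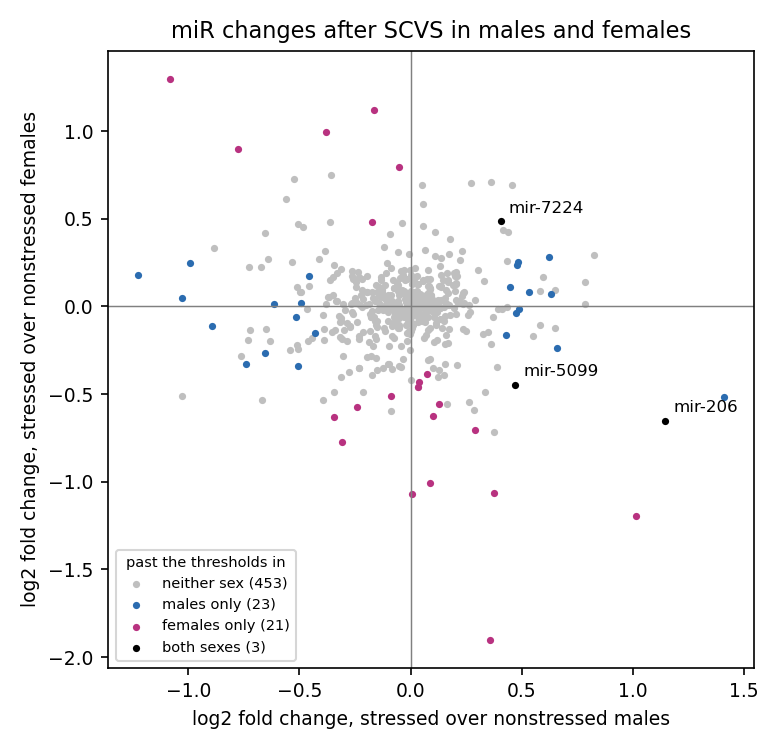
Log2 fold change after SCVS in females (vertical axis) against that in males (horizontal axis) for each of the 500 tested miRs, with colors marking miRs regulated in males, in females or in both. The 3 miRs regulated in both sexes are mir-7224, mir-5099 and mir-206.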

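In the files 1 miR, mir-7224, was upregulated in both sexes, no miR was downregulated in both and 2, mir-206 and mir-5099, were upregulated in males and downregulated in females. By Fisher's exact test (one-sided) over the 500 tested miRs, p was 0.181 for the miRs upregulated in both sexes and 0.0779 for the pair regulated in opposite directions, and with the replicate number as a blocking factor the first was 0.157 and the second again 0.0779. At an adjusted p under 0.05 no miR was regulated in both sexes. The level of mir-7224 rose from 4.89 ± 0.645 to 6.55 ± 0.644 CPM (SD, n = 3 libraries) in males, a log2 fold change of 0.40 with a standard error of 0.17 (adjusted p = 0.332), and from 4.56 ± 0.319 to 6.42 ± 0.600 CPM in females, a log2 fold change of 0.49 with a standard error of 0.16. In males mir-5099 rose from 27.0 ± 6.84 to 36.7 ± 4.57 CPM (log2 fold change 0.47, standard error 0.15, adjusted p = 0.181), and in females it fell from 47.6 ± 3.14 to 35.3 ± 3.35 CPM (-0.45, standard error 0.14). Its interaction was -0.92 on the log2 scale (standard error 0.21, adjusted p = 0.133). For let-7d, on chromosome 13 of NCBIM37 from 48631381 to 48631483, the log2 fold change was 0.12 in males (standard error 0.08) and 0.04 in females (standard error 0.08, adjusted p = 0.99). For mir-1912 it was 0.62 in males (standard error 0.20) and 0.28 in females (standard error 0.19, adjusted p = 0.8). Neither let-7d nor, in females, mir-1912 met the thresholds in any of the settings that were tried. The paper names the 3p products of both, whereas the counts here cover both products of a precursor. A change of the 3p product alone was therefore not tested.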

We submitted male and female miR differential lists to quantitative overlap analysis, and found that male and female miRnome profiles showed significant quantitative overlap only in upregulated miRs (mmu-miR-7224-3p, mmu-let-7d-3p, mmu-miR-1912-3p; *p* < 0.02) and oppositely regulated miRs (mmu-miR-5099, mmu-miR-206-3p; *p* < 0.04).

**Figure 1:**
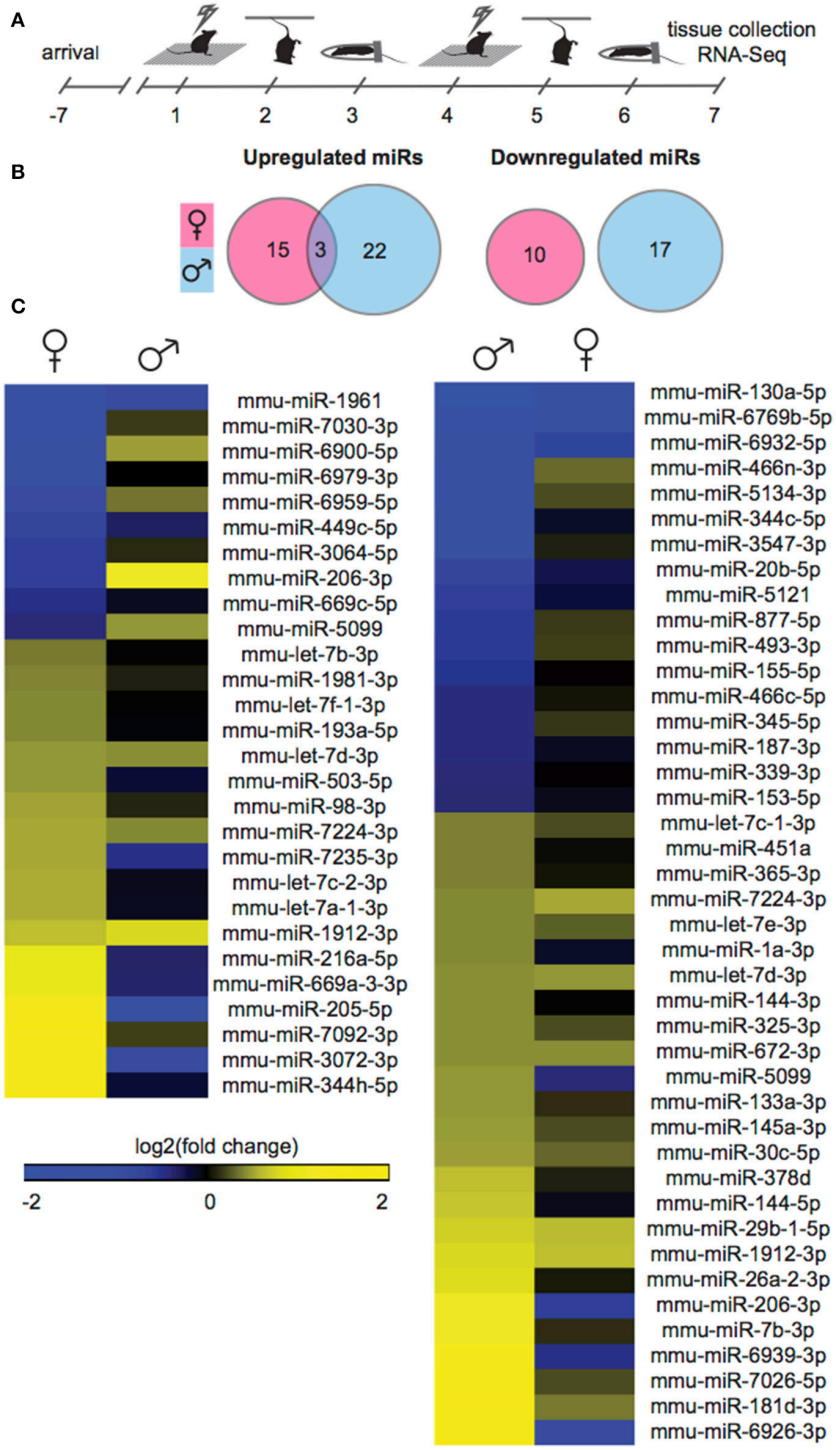
**Male and female mice show different NAc miR profiles following Subchronic Variable Stress. (A)** Schematic of the Subchronic Variable Stress (SCVS) paradigm. **(B)** Union maps of significantly upregulated (Left) and downregulated (Right) microRNAs (miRs) in males and females following SCVS. **(C)** (Left) Heatmap of miRs differentially regulated by SCVS in females compared to the same miRs in males, (Right) Heatmap of miRs differentially regulated by SCVS in males compared to the same miRs in females. Yellow indicates upregulation, blue indicates downregulation, and black indicates no change.

### Males mount a robust, sex-specific transcriptional response to SCVS

We next sought to interrogate the effect of SCVS on gene expression in the same animals by performing RNA-Seq. 

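Libraries of polyadenylated RNA were prepared from the same pooled NAc dissections, again 12 in all and 3 per group. The authors aligned paired 50 bp reads to the Ensembl annotation of the mouse genome build NCBIM37 and deposited raw read counts per Ensembl gene, so that TMM scaling, voom and limma were applied as for miRs, with the same 4 group means. Reads counted on genes ranged from 41076780 to 60867747 per library, with medians of 48896459 in unstressed males, 44368197 in stressed males, 46524917 in unstressed females and 47643000 in stressed females. The paper's text does not name the strand setting of the counting, so counts of genes that overlap on opposite strands are uncertain. Of the 38293 genes in the files, 18593 passed the paper's filter of more than 5 reads in at least 80% of the samples of any condition. A symbol was found for 17928 of these. The median SD of a gene between the 3 libraries of a group, on the log2 scale, was 0.101 in unstressed males, 0.105 in stressed males, 0.0930 in unstressed females and 0.0880 in stressed females. Reads of *Xist* lay between 1010.3 and 1283 CPM in the female libraries and between 2.38 and 4.52 CPM in the male libraries, and those of *Ddx3y* between 77.6 and 88.4 CPM in males and 0.131 and 0.445 CPM in females.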

RNA-Seq allowed us to quantify the expression levels of all polyA-containing transcripts in stressed mice and controls. In stressed males compared to unstressed control males, 1349 genes were regulated by SCVS (Figure 2A, See Table S3 for top 20 up and downregulated genes and Data Sheet 2 for full list). 

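In the files 1198 genes were regulated by SCVS in males, and 618 genes had an adjusted p under 0.05 (smallest 0.000938). Between 79 and 932 genes had one when one library was left out at a time. Only 1 gene had one with the mean level of marker genes of cortical glutamatergic neurons in the model. That mean was higher in each stressed male library than in every unstressed one, so this fit cannot part cortical tissue from SCVS. All 3 stressed libraries lay on the same side of the mean of the unstressed libraries for 1168 of the 1198 genes. The number of regulated genes changed most, to 3992 genes, when no minimum fold change was asked for, and to 256 when the adjusted p replaced the unadjusted one. Deviations of same-numbered male libraries were correlated at 0.136 across genes, and with the replicate number as a blocking factor 1309 genes were regulated and 998 had an adjusted p under 0.05. The paper's Data Sheet 2 lists 1348 genes for males, of which 1246 were tested, all with the listed direction, and 1050 met the thresholds. Of the 40 genes in the male part of Table S3, 16 could be matched to one tested gene, and all 16 met the thresholds, 7 of them with a mean under 10 reads. Among genes with an adjusted p under 0.05, a mean of at least 10 reads and the same direction in all 3 stressed libraries, the largest change was that of *Hspa1b* (ENSMUSG00000090877; chromosome 17 from 35093381 to 35096183), which fell from 2.19 ± 0.453 to 0.537 ± 0.0918 CPM (SD, n = 3 libraries; log2 fold change -2.00, standard error 0.35, adjusted p = 0.0113). Its near-identical copy *Hspa1a*, with which it can share reads, had a log2 fold change of -1.30 (standard error 0.28, adjusted p = 0.0279), and unstressed females had 2.18 ± 0.916 CPM of *Hspa1b*, near the level of unstressed males. *Prok2* (chromosome 6 from 99661293 to 99676386) had a log2 fold change of -1.37 (standard error 0.23, adjusted p = 0.00922) and *Gm1141* (chromosome X from 69174155 to 69186209) one of -1.36 (standard error 0.25, adjusted p = 0.0154). Upregulated were *Gm10706*, a processed transcript on chromosome 9 from 14509086 to 14523502 (log2 fold change 1.77, standard error 0.36, adjusted p = 0.0228), and *Tmprss6* on chromosome 15 from 78270098 to 78299064 (1.41, standard error 0.32, adjusted p = 0.0330). In each of these genes all 3 stressed libraries showed the direction, and with each of the 12 libraries left out in turn the log2 fold change of *Hspa1b* stayed between -2.14 and -1.85.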

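Of the genes regulated by SCVS in males, 439 were upregulated and 759 downregulated, a share of 63.4% downregulated. The share depended on the scaling between libraries: it was 59.5% with DESeq2's size factors, 52.3% with quantile normalization and 76.2% when libraries were scaled by their size alone, with 304 genes upregulated and 974 downregulated. Across the 12 fits that each left out one library it ranged from 49.9% to 72.9%. With the replicate number as a blocking factor 472 genes were upregulated and 837 downregulated, a share of 63.9%. At the size scaling, the median log2 fold change of all genes in males was -0.06.

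**Figure D2:**
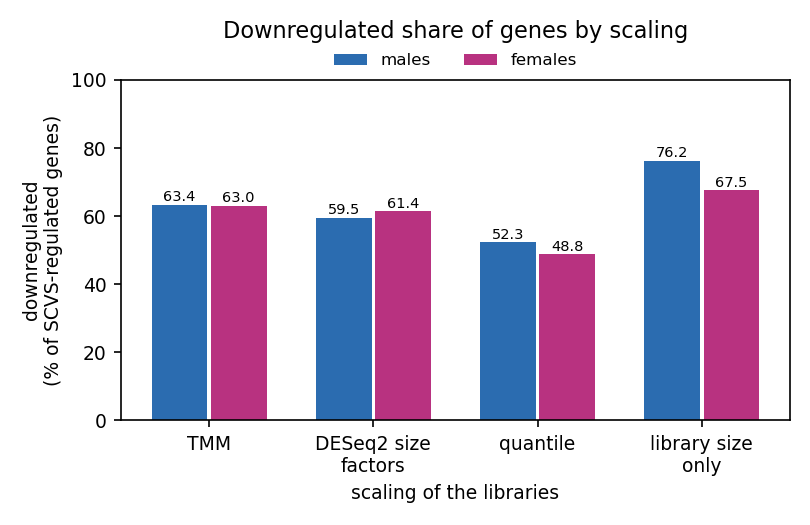
Share of SCVS-regulated genes that were downregulated, in percent, in males and females under 4 ways of scaling the libraries. The bars for males range from 52.3% to 76.2%.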

The majority of stress-regulated genes in males were downregulated (~76% or 1025 genes, vs. 324 upregulated genes). 

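When every mRNA library was thinned at random to 41076780 reads, the smallest total, 1152 genes met the thresholds in males, 549 genes had an adjusted p under 0.05, and 359 genes met the thresholds in females. Leaving out one library at a time, with all reads, gave between 821 and 1609 genes in males. The median SD between libraries of a group was 0.881 times as large in the female as in the male groups.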

Strikingly, despite the insufficiency of SCVS to induce behavioral and neuroendocrine changes in male mice, males demonstrated a very robust transcriptional response to SCVS, potentially indicating active resilience mechanisms. In stressed females compared to unstressed control females, 348 genes were regulated by SCVS (Figure 2A, See Table S3 for top 20 up and downregulated genes and Data Sheet 2 for full list). 

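By the thresholds used for males, 322 genes were regulated by SCVS in females. No gene had an adjusted p under 0.05 (smallest 0.948; from 0 to 60 genes across the 12 fits that each left out one library), and 786 had an unadjusted p under 0.05. In simulated counts without any change between the groups, at the depth and spread of these libraries, 331 of 18335 genes met the thresholds in the female comparison. The number of genes ranged from 239 to 630 when one library was left out at a time, and it was 865 when every gene with at least 1 read in any library was tested. Deviations of same-numbered libraries of the 2 female groups were correlated at 0.126, and with the replicate number as a blocking factor 362 genes were regulated, none with an adjusted p under 0.05 (smallest 0.603) and 1095 with an unadjusted p under 0.05. The paper's Data Sheet 2 lists 166 downregulated genes for females, of which 131 were tested, all with the listed direction, and 126 met the thresholds. A mean under 10 reads per library was found for 24.2% of the regulated genes and 5.48% of the tested genes. Of the 40 genes in the female part of Table S3, 8 could be matched to one tested gene, and all 8 met the thresholds with a mean under 10 reads. By the rule used in males, with the unadjusted p, the largest changes were those of *Myot* (chromosome 18 from 44493728 to 44515378), which fell from 1.70 ± 0.492 to 0.580 ± 0.0791 CPM (SD, n = 3 libraries; log2 fold change -1.46, standard error 0.33, adjusted p = 0.948), *Capza3* (-1.42, standard error 0.36), *Gm14372* (-1.41, standard error 0.57), *Taf7l* (-1.34, standard error 0.37) and *4930426D05Rik* (-1.22, standard error 0.55). The last met the thresholds in 6 of the 12 fits that each left out one library. Those without a male library bear on it only through the scaling and the spread. The sex-by-stress interactions of the genes named here all had an adjusted p above 0.05.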

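In females 119 of the regulated genes were upregulated and 203 downregulated, a share of 63.0% downregulated. When the libraries were quantile normalized the share was 48.8%, so that most regulated genes were upregulated, and it was 67.5% with scaling by library size alone. It ranged from 51.4% to 70% when one library was left out at a time. A model with the replicate number as a blocking factor gave 110 upregulated and 252 downregulated genes, a share of 69.6%.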

As in males, the majority of stress-regulated genes in females were downregulated (~67% or 232 genes, vs. 116 upregulated genes). Similar to what we observed for miRs, male and female SCVS-induced genome profiles showed little overlap—approximately 2% of all upregulated genes (9 genes, *p* = 1.23E^−4^) and ~3% of all downregulated genes (39 genes, *p* = 6.58E^−11^) (Figures 2A,B). 

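In the files 16 genes were upregulated in both sexes, 2.95% of all genes upregulated in either sex, and 33 were downregulated in both, 3.55% of those downregulated in either. Fisher's exact test (one-sided) over the 18593 tested genes gave a p of 2.06e-08 for the upregulated and 1.04e-11 for the downregulated genes. Both tests treat genes as independent. Leaving out one library at a time gave between 25 and 79 genes regulated in the same direction, and library quality weights gave 107. Deviations of same-numbered libraries were correlated at 0.0802 over all pairs of groups, and with the replicate number as a blocking factor 14 genes were upregulated in both sexes (p = 7.56e-07, Fisher's exact test) and 44 downregulated (p = 8.06e-15, Fisher's exact test). At an adjusted p under 0.05 no gene was regulated in both sexes, since none reached that threshold in females.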

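A further 24 genes met the thresholds in both sexes in opposite directions, 12 upregulated in males and downregulated in females and 12 the other way. There were 41 such genes, 28 and 13, with the replicate number as a blocking factor, and leaving out one library at a time gave between 12 and 107. By Fisher's exact test (one-sided) over the tested genes, p was 0.0033 for the genes upregulated in males and downregulated in females and 0.00343 for those regulated the other way. Across the 12 fits that each left out one library the first p ranged from 6.46e-53 to 0.686 and was above 0.05 in 7, the second from 2.72e-07 to 0.489 and was above 0.05 in 5, and scaling by library size alone gave 0.000652 and 0.0787. Across the 12 libraries, after the group means were removed, the genes upregulated in males and downregulated in females had a median correlation of 0.691 with the mean level of marker genes of cortical glutamatergic neurons, against 0.277 for the 95th percentile of random lists of as many genes.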

In total, 21 genes were regulated in opposite directions. Twelve genes were upregulated in males and downregulated in females (*p* = 4.58E^−4^): *Plekha2, Etl4, Chrna4, AC154308.1, St14, Fhl2, Alas2, Arhgap15, Adam18, AC133502.1, Rhox4a*, and *Chrnb3*. 

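Of these genes, 10 could be matched to a tested gene, and *Plekha2*, *Etl4*, *St14*, *Fhl2*, *Arhgap15* and *Adam18* met the thresholds in both sexes. *Plekha2* (chromosome 8 from 26149616 to 26212666) rose from 9.77 ± 0.650 to 13.6 ± 2.02 CPM in males (SD, n = 3 libraries; log2 fold change 0.47, standard error 0.14, adjusted p = 0.0883) and fell from 15.9 ± 2.80 to 11.9 ± 1.30 CPM in females (-0.39, standard error 0.13, adjusted p = 0.948). The log2 fold changes in males and females were 0.52 and -0.43 for *Etl4*, 0.75 and -0.67 for *St14*, 0.77 and -0.61 for *Fhl2*, 1.17 and -0.89 for *Arhgap15*, and 1.25 and -1.24 for *Adam18*, which had a mean of 9.83 reads. The remaining 4 met the thresholds in males only, with log2 fold changes in males and females of 0.52 and -0.38 for *Chrna4*, 0.63 and -0.59 for *AC154308.1*, 0.88 and -0.37 for *Alas2*, and 1.30 and -0.92 for *AC133502.1*, whose mean was 6 reads. Each of these 4 met them in females in some of the other settings, *Chrna4* and *AC154308.1* also with the replicate number as a blocking factor. *AC154308.1* and *AC133502.1* are annotated as miRNA genes. *Alas2* had an adjusted p of 0.0146 in males, with all 3 stressed libraries higher, and belongs to the red blood cell genes, whose mean rose by 0.34 on the log2 scale in stressed males. None of the 10 genes had an adjusted p under 0.05 for its sex-by-stress interaction.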

Nine genes were downregulated in males and upregulated in females (*p* = 0.15): *AL671140.1, Tex16, Gm12494, Nts, U6, Arhgap36, Ropn1l, Tnfsf9*, and *Fas*. 

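Among these genes *Tex16*, *Gm12494*, *Nts*, *Arhgap36*, *Tnfsf9* and *Fas* met the thresholds in both sexes. *Nts* (chromosome 10 from 101944394 to 101953052) fell from 44.9 ± 6.03 to 25.6 ± 10.7 CPM in males (SD, n = 3 libraries; log2 fold change -0.90, standard error 0.21, adjusted p = 0.0397) in all 3 stressed libraries, and rose from 25.7 ± 2.78 to 36.5 ± 5.77 CPM in females (0.50, standard error 0.21, adjusted p = 0.948). The log2 fold changes in males and females were -0.61 and 0.45 for *Arhgap36*, -0.49 and 0.45 for *Tnfsf9*, and -0.47 and 0.45 for *Fas*. They were -1.12 and 1.39 for *Tex16*, which had a mean of 4.58 reads, and -0.95 and 1.82 for *Gm12494*, a pseudogene with a mean of 3.92 reads, where single reads weigh heavily. *Ropn1l* met the thresholds in females (0.61) but in males (-0.57) only in other settings, among them scaling by library size alone. With the replicate number as a blocking factor, Fisher's exact test gave a p of 0.00133 for genes downregulated in males and upregulated in females and 6.07e-11 for the other direction. In no gene named for this direction was the adjusted p of the interaction under 0.05.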

As shown in Figures 2C,D, we performed biological validations of several genes by qPCR: *Mstn* [*t*_(17)_ = 2.86, *p* = 0.01], *Tlr4* [*t*_(18)_ = 4.93, *p* < 0.001], *Fmo2* (*U* = 3.00, *p* < 0.001), *Tnfaip8l2* [*t*_(19)_ = 3.65, *p* < 0.01], *Sgk1* [*t*_(19)_ = 3.46, *p* < 0.01], *Npy2r* (*U* = 10.00, *p* < 0.01), *Crh* [*t*_(18)_ = 2.25, *p* = 0.04], *Fosb* [*t*_(18)_ = 2.68, *p* = 0.02], *Lynx1* (*U* = 24.00, *p* = 0.09), *Drd4* (*U* = 13.00, *p* < 0.01), *Adcy1* (*U* = 23.00, *p* = 0.048), and *Reln* (*U* = 17.00, *p* = 0.02). Genes for validation were chosen from IPA output for their involvement in significantly enriched functional networks and pathways.

**Figure 2:**
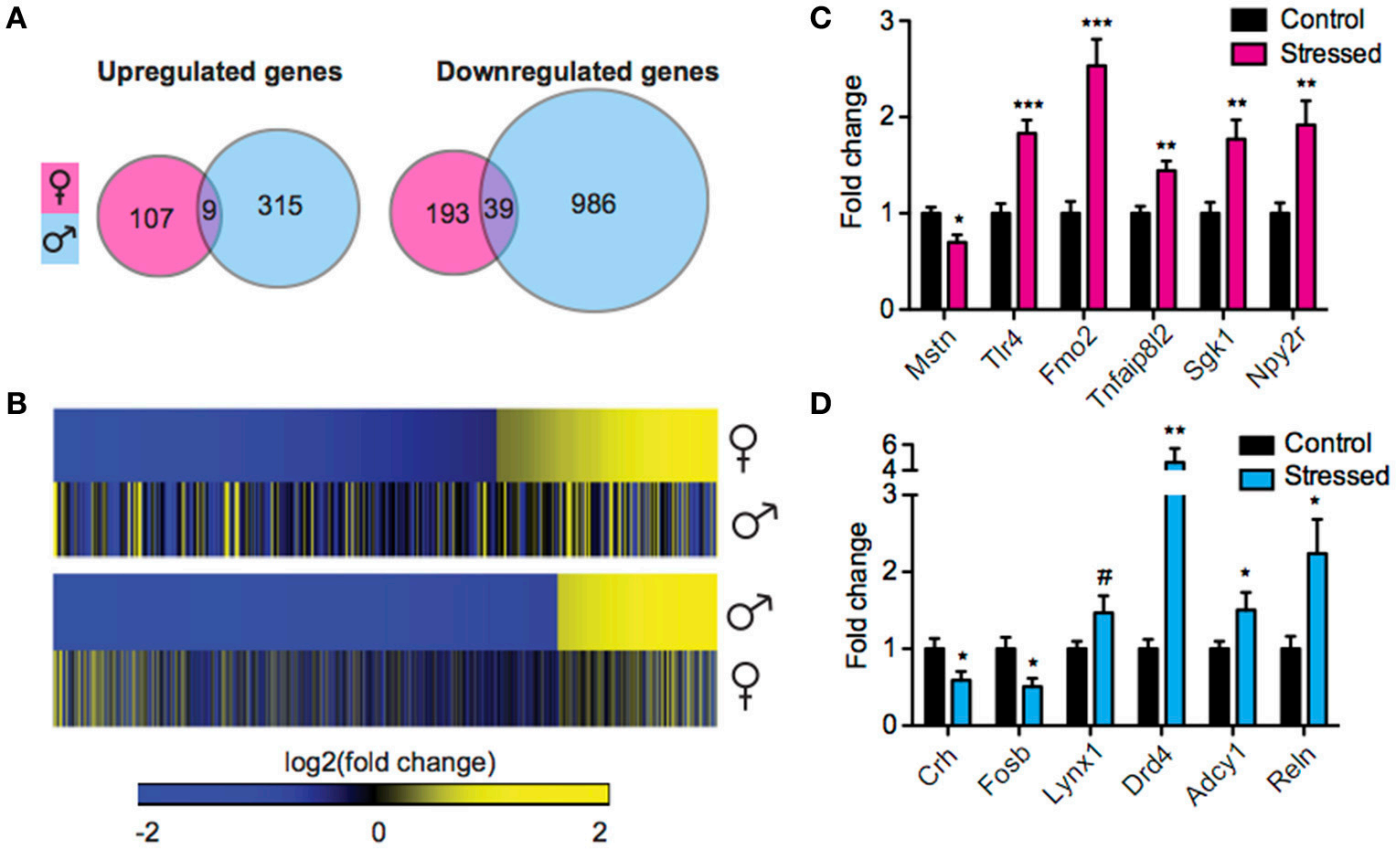
**Male and female mice show different NAc mRNA profiles following Subchronic Variable Stress. (A)** Union maps of significantly upregulated (Left) and downregulated (Right) genes in males and females following Subchronic Variable Stress (SCVS). **(B)** (Top) Heatmap of genes differentially regulated by SCVS in females compared with the same genes in males, (Bottom) Heatmap of genes differentially regulated by SCVS in males compared with the same genes in females. Yellow indicates upregulation, blue indicates downregulation, and black indicates no change. **(C)** Validation by quantitative real-time PCR (qPCR) of a subset of genes regulated by SCVS in females (*n* = 9–11 per group). **(D)** Validation by qPCR of a subset of genes regulated by SCVS in males (*n* = 9–11 per group). ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^#^*p* < 0.1.

### Functional ontology and pathway analysis reveals sex differences in stress-induced functional processes

We performed pathway and gene ontology (GO) analysis on our RNA-Seq mRNA differential lists using IPA and DAVID tools, respectively (Figure 3, Table S4). We utilized both tools to capitalize on their respective strengths—IPA draws from a curated, proprietary knowledgebase of published, experimentally validated information, while DAVID utilizes a comprehensive knowledgebase compiled from dozens of publicly available bio-databases (BioCarta, KEGG, GO, etc.) to maximize analytic power. Reflecting our finding of minimally overlapping SCVS-induced genes, we observed enrichment of different functional processes in males and females. Only one canonical pathway—Antigen presentation pathway, which encompasses antigen recognition and processing essential for innate and adaptive immunity—is represented among significantly enriched canonical pathways in both males and females (Figure 3A, Table S3). 

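Genes named in Fig. 3B were looked up in the RNA-Seq libraries. Of 14 genes listed for G-protein coupled peptide receptor activity in males, 14 changed in the listed direction, 13 met the thresholds of 1.3-fold and an unadjusted p under 0.05, and 3 had an adjusted p under 0.05 (smallest 0.0211). For the same term in females 5 genes were listed and 4 tested, and all 4 met the thresholds in the listed direction. For neurotransmitter receptor activity and binding, 14 of the 16 genes listed for males were tested and met the thresholds (smallest adjusted p 0.0170), and in females 4 of the 5 tested genes did. In females the smallest adjusted p was 0.948 for both terms. *Gpr139* (chromosome 7 from 126287837 to 126327888), drawn for both sexes, rose from 0.385 ± 0.109 to 0.721 ± 0.0494 CPM (SD, n = 3 libraries; log2 fold change 0.91, standard error 0.29, adjusted p = 0.0983) in males, and from 0.503 ± 0.150 to 0.931 ± 0.233 CPM in females (0.85, standard error 0.26). The genes were listed because they met the thresholds in the paper, so the counts show no enrichment, which was not tested here.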

Among significantly enriched DAVID GO molecular function terms for males and females, we observed overlap of five functions—Neurotransmitter receptor activity and binding, peptide receptor activity and binding, and G-protein coupled peptide receptor activity—however, different or, in some cases, oppositely regulated genes were enriched within these pathways in the two sexes (Figure 3B, Table S3). Overall, we observed enrichment of several processes relevant to stress and depression, including inflammatory processes and cytokine activity (Hodes et al., 2014, 2015b), cAMP and GPCR-mediated signaling (Duman et al., 1999; Terzi et al., 2009) and ion channel activity (Friedman et al., 2014). 

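For the male cAMP-mediated and GPCR signaling genes drawn in Fig. 3A, 19 of 20 were tested, all 19 met the thresholds in the listed direction, and 8 had an adjusted p under 0.05 (smallest 0.00482). In the male list for ion homeostasis 10 of 12 genes met the thresholds, 5 of them at an adjusted p under 0.05 (smallest 0.0088), and in that for activation of neurons 7 of 8 were tested and 7 met them (smallest adjusted p 0.00372). Of the 16 genes drawn for leukocyte migration in females, 13 were tested and met the thresholds, as did the 3 genes for cell death of dopaminergic neurons and the 2 for concentration of corticosterone, none at an adjusted p under 0.05. With the replicate number as a blocking factor, over all lists of Fig. 3 counted once per gene, 48 rather than 50 genes met the thresholds in males and 17 rather than 18 in females. Leaving out one library at a time gave 33 to 50 genes in males and 10 to 18 in females. The other sex met the thresholds for 4 of the 13 leukocyte migration genes and for 0 of the 19 cAMP-mediated and GPCR signaling genes, and a difference between the sexes had an unadjusted p under 0.05 with the same fold threshold for 5 and 12 of them. No gene of these lists had an interaction with an adjusted p under 0.05.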

Importantly, we observed overlap of numerous functional categories between our IPA and DAVID analyses, with terms including ion homeostasis/channel activity and GPCR signaling appearing in both analyses for males, and inflammatory processes appearing in both analyses for females.

**Figure 3:**
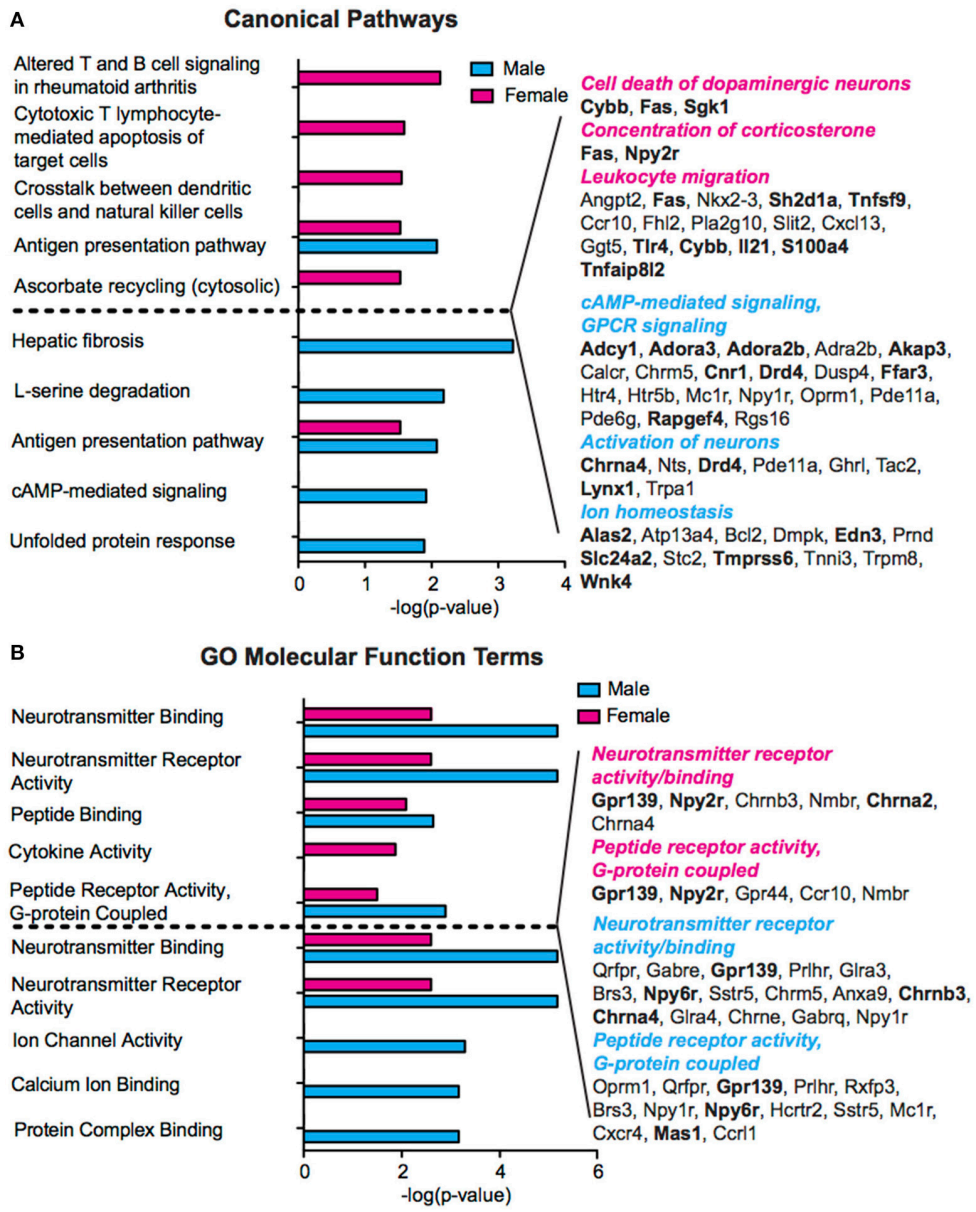
**Sex differences in pathway enrichment and gene ontology of genes regulated by Subchronic Variable Stress. (A)** (Left) The top five significantly enriched (*p* < 0.05) IPA canonical pathways in females (top, magenta) and males (bottom, blue), shown as –log(*p*-value). For pathways significantly enriched in both sexes, the degree of enrichment of the pathway in the opposite sex is shown in a separate, immediately adjacent bar. (Right) Hand curated list of genes relevant to depression pathology chosen from significantly enriched IPA Canonical Pathways or from within the top 50 significantly enriched IPA Diseases and Functions. Upregulated genes are shown in bold font. Enriched pathways/functions in females are colored magenta whereas those for males are colored blue. **(B)** (Left) The top five significantly enriched (*p* < 0.05) GO Molecular Functions in females (top, magenta) and males (bottom, blue) as identified by DAVID, shown as–log(*p*-value). For GO terms significantly enriched in both sexes, the degree of enrichment of the term in the opposite sex is shown in a separate, immediately adjacent bar. (Right) Genes corresponding to the neurotransmitter receptor activity and binding, and peptide receptor activity, G-protein coupled, molecular functions in females (top) and males (bottom), with upregulated genes shown in bold font.

### SCVS induces sex dependent miR-mRNA networks

We next sought to overlay miR and mRNA differential lists to probe the nature and complexity of miR-mRNA interactions in males and females. In order to accomplish this, we identified all mRNA targets of SCVS-regulated miRs predicted by both TargetScan and miRWalk online databases (Lewis et al., 2005). We then applied a novel chi-squared analysis to measure enrichment of predicted miR target genes in our RNA-Seq mRNA differential lists. 

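Of the 7 miRs listed for females in Table S5, all were tested, 5 changed in the listed direction and 2 met the thresholds of 1.3-fold and an unadjusted p under 0.05. Table S5 pairs them with 59 target genes in 102 pairs, and 28 of the targets have more than one of the miRs. A tested gene was matched to 48 targets; all 48 changed in the listed direction, 43 met the thresholds and none had an adjusted p under 0.05. The median log2 fold change of the matched targets in females was -0.48. In males 7 of the 48 met the thresholds in the same direction and 5 in the opposite one. When the replicate number was a blocking factor, 41 targets met the thresholds. As the table holds only targets whose mRNA changed opposite to the miR, these values describe the listed genes and test no relation between miRs and targets.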

In females, 7 miRs (25%) survived the analysis, two downregulated miRs and 5 upregulated miRs (Figures 4A,B, Table S5). Eighty-three genes, or ~24%, were miR-targeted (Figure 4C). For simplicity, we illustrated only miR target genes that satisfy the canonical negative miR-mRNA target association in network diagrams, however, ~29% of genes showed only a positive association with targeting miRs, and ~33% of genes showed both positive and negative associations (Figure 4C). The majority of target genes—48 genes or ~58%—were targeted by more than one miR, whereas 35 genes (~42%) were targeted by only one miR (Figure 4C). We performed IPA (Figure 4D, Table S8) and DAVID (Figure 4E, Table S8) analyses on miR-targeted genes, finding enrichment of several processes relevant to depression, including Wnt/ß-Catenin signaling (Dias et al., 2014), calcium signaling and immune processes (Hodes et al., 2014, 2015b). Interestingly, we observed overlap of significantly regulated canonical pathways (Altered T and B Cell Signaling in Rheumatoid Arthritis) and GO molecular function terms (Neurotransmitter receptor activity, binding; Cytokine activity) between analyses of all SCVS-regulated genes and miR-targeted genes, indicating an involvement of miRs in prominent stress-induced molecular processes. In males, 23 miRs (~55%) survived the analysis, 12 downregulated miRs and 11 upregulated miRs (Tables S6, S7). 

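Among the 12 downregulated miRs of Table S6, 11 fell in stressed males and 6 met the thresholds. Of the 10 upregulated miRs that Table S7 lists, 6 had enough reads to be tested, 4 rose and 3 met the thresholds. No miR of either table had an adjusted p under 0.05 for males, and the precursor counts do not separate the 3p and 5p products that the tables name.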

Due to the number and size of miR-mRNA networks in males, we illustrated only the networks corresponding to the top 3 miRs most strongly downregulated by SCVS and one of the top 3 miRs most strongly upregulated by SCVS (Figures 5A,B). The remaining miRs and targeted mRNAs are listed in Tables S6, S7. Again, we only included miR target genes with a negative association to the miR of interest in network illustrations. Six hundred sixty-three genes (~49%) were miR-targeted (Figure 6A). Of these, 532 genes (~80%) showed a canonical negative association with at least 1 miR, whereas 131 genes (~20%) showed only a positive association (Figure 6A). 

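Table S6 gives 122 targets with a negative association to the downregulated miRs in 278 pairs, 69 of them with more than one miR. A tested gene was found for 113, all of which were upregulated by the thresholds (median log2 fold change 0.58), 45 at an adjusted p under 0.05. For the upregulated miRs Table S7 gives 371 targets in 779 pairs, 203 with more than one miR. Of the 358 that were matched, all fell, 280 met the thresholds (median log2 fold change -0.52) and 110 had an adjusted p under 0.05. In females 2 of the 113 met the thresholds in the same direction and 6 in the opposite one, and 14 of the 358 did in the same and 4 in the opposite direction. A sex-by-stress interaction with an adjusted p under 0.05 was found for 0 of the 113 (72 at an unadjusted limma p under 0.05) and for 4 of the 358 (168). The numbers of targets meeting the thresholds were again 113 and 280 with the replicate number as a blocking factor. The listed targets were selected for their direction, so that no test of it is given.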

The majority of miR-targeted genes (468 genes, or ~71%) were targeted by more than 1 miR, whereas 195 genes (~29%) were targeted by only 1 miR (Figure 6A). IPA analysis on miR-targeted genes revealed that, of the 13 significantly enriched canonical pathways for the male miR-targeted gene list, 7 overlapped with those enriched in the SCVS male differential gene list (the top 5 enriched pathways are represented in Figure 6B, the full list is represented in Table S8). DAVID analysis revealed that 24 of the 35 significantly enriched GO molecular function terms in the miR-targeted gene list overlapped with those from the full SCVS list, further illustrating the potential involvement of miR regulation in stress responsive molecular processes (the top 5 enriched GO terms are represented in Figure 6C, the full list is represented in Table S8).

**Figure 4:**
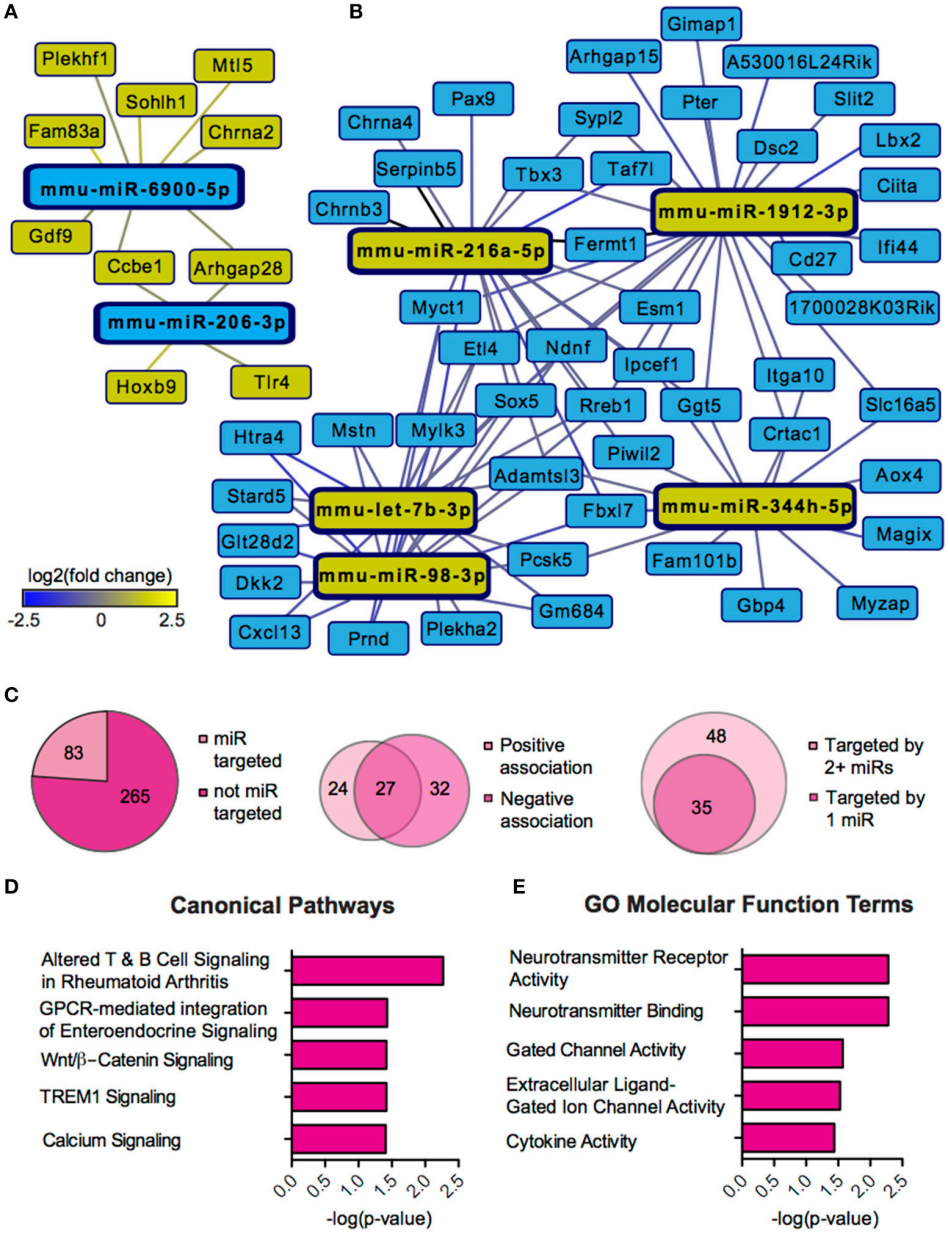
**Female miR-mRNA networks regulated by Subchronic Variable Stress. (A)** Networks of downregulated microRNAs (miRs, blue nodes) surviving network analysis and their negatively associated, upregulated target genes (yellow nodes). **(B)** Networks of upregulated miRs (yellow nodes) surviving network analysis and their negatively associated, downregulated target genes (blue nodes). Blue lines indicate target gene downregulation whereas yellow lines indicate target gene upregulation. Line brightness illustrates the degree of up/downregulation, with brighter lines connecting to more strongly regulated genes. **(C)** Pie charts and union maps illustrating genes targeted and not targeted by miRs (Left), genes showing a negative and/or positive association with targeting miRs (Middle), and genes targeted by 1 miR or 2+ miRs (Right). **(D)** The top five significantly enriched (*p* < 0.05) IPA canonical pathways for female miR-targeted genes. **(E)** The top five significantly enriched (*p* < 0.05) GO Molecular Functions for female miR-targeted genes as identified by DAVID.

**Figure 5:**
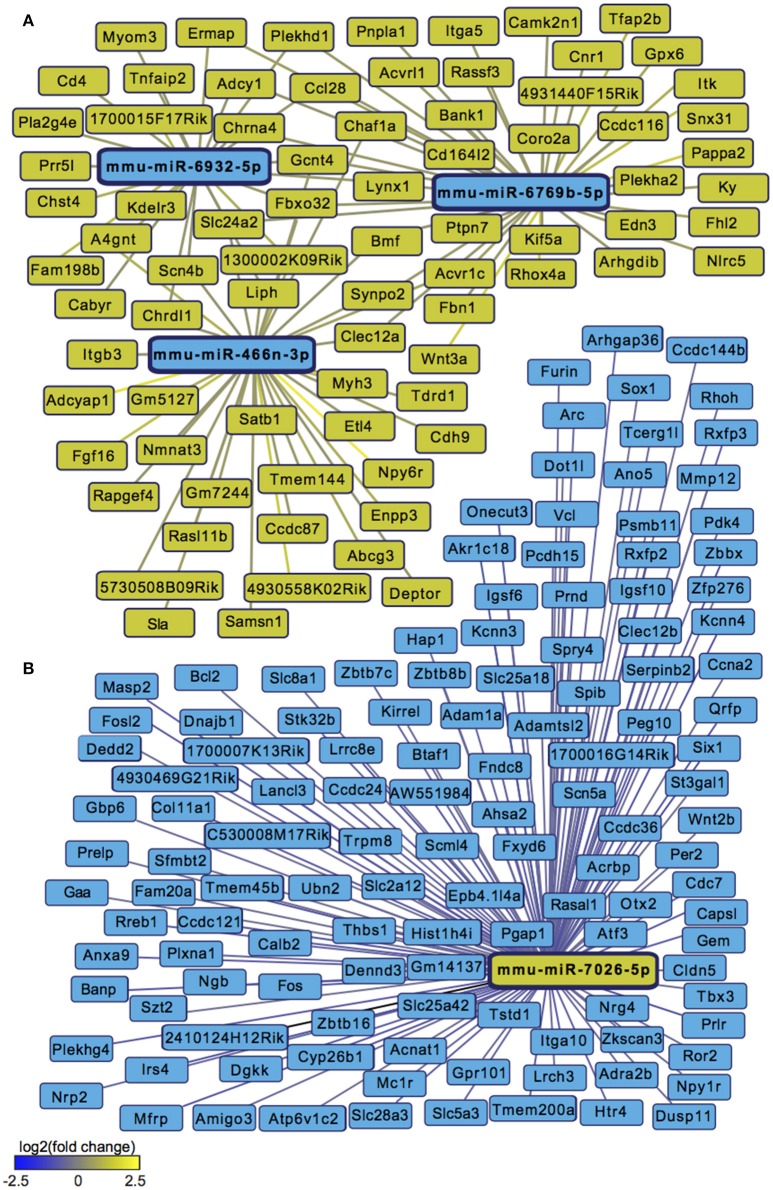
**Male miR-mRNA networks regulated by Subchronic Variable Stress. (A)** Networks of the top three most strongly downregulated miRs (blue nodes) surviving network analysis and their negatively associated, upregulated target genes (yellow nodes). **(B)** Network of one of the top three most strongly upregulated miRs (yellow node) surviving network analysis and its negatively associated, downregulated target genes (blue nodes). Blue lines indicate target gene downregulation whereas yellow lines indicate target gene upregulation. Line brightness illustrates the degree of up/downregulation, with brighter lines connecting to more strongly regulated genes.

**Figure 6:**
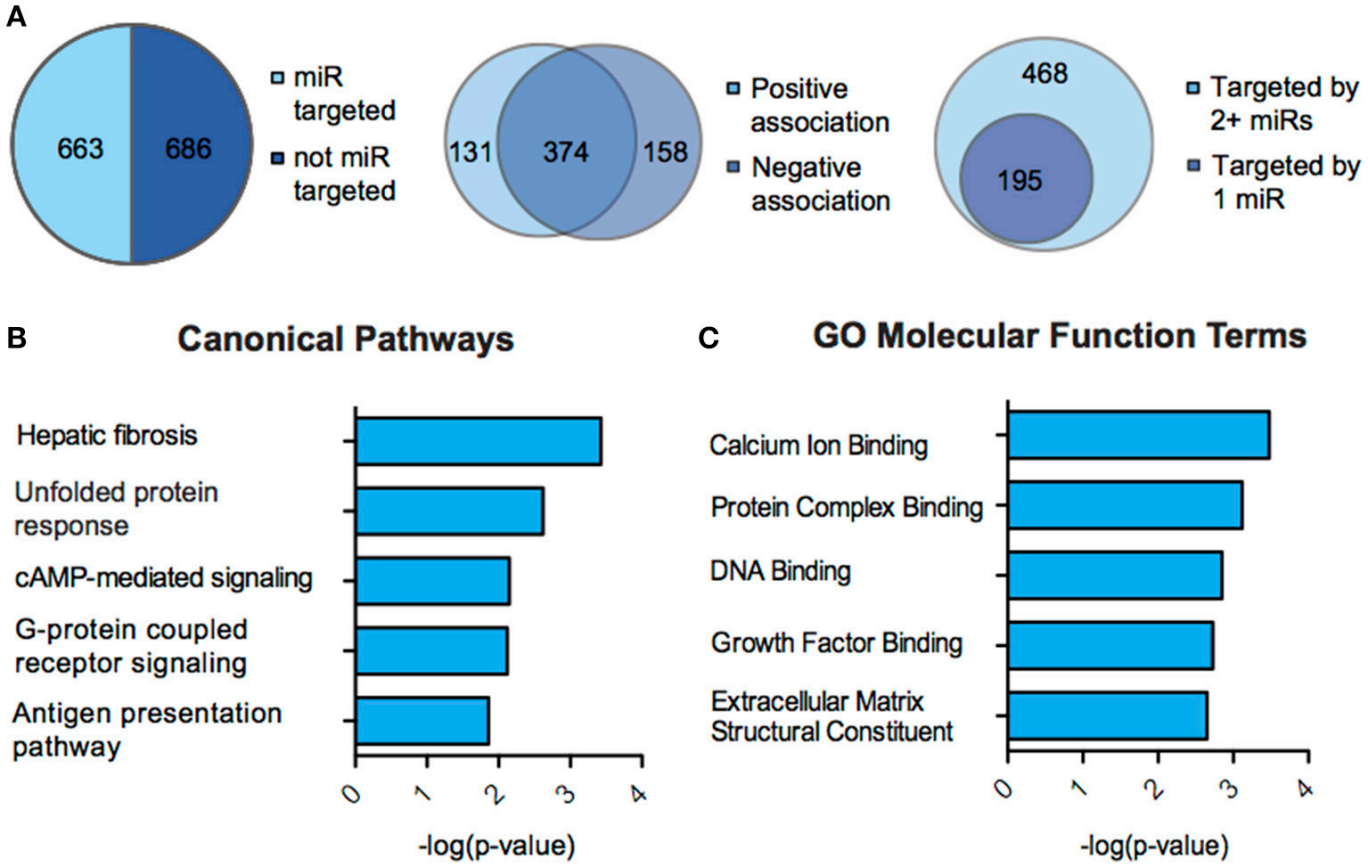
**miR-mRNA regulatory landscape and functional enrichment of miR-targeted genes in males. (A)** Pie charts and union maps illustrating genes targeted and not targeted by microRNAs (miRs, Left), genes showing a negative and/or positive association with targeting miRs (Middle), and genes targeted by 1 miR or 2+ miRs (Right). **(B)** The top five significantly enriched (*p* < 0.05) IPA canonical pathways for male miR-targeted genes. **(C)** The top five significantly enriched (*p* < 0.05) GO Molecular Functions for male miR-targeted genes as identified by DAVID.

## Discussion

We find that SCVS produces striking sex differences in NAc transcriptional and post-transcriptional profiles. 

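Tested directly, the effect of SCVS differed between the sexes for 822 genes at the thresholds of 1.3-fold and an unadjusted p under 0.05, 418 with a higher and 404 with a lower log2 fold change in females (476 and 310 when libraries were scaled by their size alone). At an adjusted p under 0.05 there were 5 such genes. There were 0 with every library thinned to the same depth, and 0 to 199 across the 12 fits that each left out one library. With cortical glutamatergic marker genes in the model there were 0 too. Their mean was higher in each stressed male library than in every unstressed one, so that fit cannot part cortical tissue from SCVS in males. *Chordc1* had a log2 fold change of -0.59 in males and -0.00 in females (interaction 0.59, adjusted p = 0.0328) and *Banp* of -1.06 and 0.04 (interaction 1.10, adjusted p = 0.0328). *Slc5a3* changed by -0.61 and 0.14 (interaction 0.74), *Tsc22d3* by -0.40 and 0.31 (interaction 0.71) and *Cables1* by -0.45 and 0.12 (interaction 0.57, adjusted p = 0.0438). For *Chordc1*, *Banp* and *Slc5a3* the mean of the unstressed males lay outside those of the other 3 groups, as for *Chordc1* with 80.2 ± 3.58 CPM in unstressed males and 62.4 ± 2.75 CPM in unstressed females (SD, n = 3 libraries). Deviations of same-numbered libraries of the same sex were correlated at 0.131 across genes; with the replicate number as a blocking factor 896 genes met the thresholds and 9 an adjusted p under 0.05, and with separate blocks for each sex 923 and 63. DESeq2's Wald test gave 620 genes, 130 at an adjusted p under 0.05. Between unstressed females and unstressed males 988 genes differed at the thresholds, 53 at an adjusted p under 0.05 (562 when the replicate number was a blocking factor; 460 at the thresholds when the mean level of cortical glutamatergic marker genes was in the model), and the log2 differences had a correlation of 0.411 across genes with the effects of SCVS in males, which share the unstressed male libraries with them. From the minimal overlap of genes, miRs and functional processes between the sexes, the paper proposes that females mount a different, sex-specific response to stress and not a blunted form of the male one.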

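Genes regulated in the same direction in both sexes made up 3.33% of all mRNAs regulated in either sex, and the corresponding share of miRs was 2.04%. In the totals of these shares, a feature regulated in opposite directions is counted once for each sex. The shares with the replicate number as a blocking factor were 3.60% for mRNAs and 1.79% for miRs, where 1 miR is counted in each case. Of the genes regulated in females, 15.2% were regulated in the same direction in males.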

We observe male/female overlap of only ~3% of similarly regulated mRNAs and ~4% of similarly regulated miRs following SCVS. We also find minimal overlap between sexes in enriched functional processes. Rather than displaying a resistance to SCVS-induced transcriptional changes that mirrors the male behavioral response, males mount a robust transcriptional response to stress. This “active” response extends to male post-transcriptional profiles and miR-mRNA networks. These findings provide unique insight into the molecular underpinnings of sexual dimorphism in stress response.

The majority of studies investigating miR regulation of target mRNAs in psychiatric disease patients and animal models have used qPCR (Garbett et al., 2015), microarray (Hollander et al., 2010; Haramati et al., 2011; Miller et al., 2012; Tapocik et al., 2013; Issler et al., 2014; Lopez et al., 2014a), or candidate-based approaches (Uchida et al., 2008; Baudry et al., 2010; Im and Kenny, 2012; Maheu et al., 2015; Zhang et al., 2015). We chose to use RNA-Seq as it is a powerful technique with several key advantages: single-base resolution, broad dynamic range, low background, and high reproducibility (Finotello and Di Camillo, 2015). We performed small RNA and mRNA sequencing on separate size-enriched fractions of RNA from the same NAc dissections so as to capture the simultaneous expression patterns of miRs and genes. We then applied an *in silico* approach to identify miR-mRNA target interactions.

Our pipeline has several strengths. First, it provides a complete, unbiased snapshot of NAc transcription and post-transcriptional regulation in stressed males and females. Second, we implemented a requirement that miR targets be predicted by both the TargetScan and miRWalk algorithms to increase our confidence in miR-target relationships, as target prediction algorithms can produce false positives (Darnell, 2010). Furthermore, as tissue miR detection does not necessarily denote appreciable repressive activity (Mullokandov et al., 2012; La Rocca et al., 2015), we included an additional layer of anti-correlated miR-mRNA expression networks to support a functional role for identified miRs. Interestingly, we observed a non-canonical positive correlation in a substantial proportion of significant miR-mRNA relationships—61% of miR-targeted genes in females, and 76% of miR-targeted genes in males had a positive correlation with at least one targeting miR. miR activation of targeted genes has been reported (Vasudevan et al., 2007; Henke et al., 2008; Ørom et al., 2008) but is uncommon, and therefore likely represents alternative and indirect regulatory mechanisms not captured by our analysis. Alternatively, as the effect of a single miR on target expression is modest, the net effect of all targeting miRs on a gene may be negative despite some positive miR-mRNA relationships. This observation, coupled with the finding that a majority of miR-targeted genes in males and females were targeted by multiple miRs, highlights the complexity of miR regulation and the utility of coordinated miR activity in fine-tuning gene expression in the brain.

The genome-wide profiles we report corroborate our previous mRNA findings (Hodes et al., 2015a) and extend them to the level of post-transcriptional regulation. Collectively, our results suggest that male mice may be mounting an active, adaptive NAc transcriptional and post-transcriptional response that is unique to the male sex. Several recent studies suggest that a robust transcriptional response contributes to behavioral resilience. Bagot et al. (2016) report that mice resilient to chronic social defeat stress display more differentially expressed genes in NAc compared to controls than do susceptible mice at 48 h post-defeat. We previously found that following SCVS, females show a greater induction of the repressive methyltransferase gene *Dnmt3a* in NAc (Hodes et al., 2015a). Viral knockdown of *Dnmt3a* promoted behavioral resilience, and interestingly produced a greater percent overlap with male transcriptional patterns. Smalheiser et al. (2011) reported evidence that robust miR responses may also contribute to resilience. They observed that rats resilient to learned helplessness show significant regulation of 48% more miRs in cortex than do susceptible rats. 

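In the libraries of these mice 3.72 times as many genes met the thresholds in males as in females, and 3.62 times as many with the replicate number as a blocking factor. The ratio ranged from 2.00 to 5 across the 12 fits that each left out one library. For miRs it was 1.08, with 1.48 when the replicate number was a blocking factor and a range from 0.72 to 1.56 when one library was left out.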

Interestingly, the greater proportion of SCVS-regulated genes in males than in females was starker in this analysis than in our previously published RNA-Seq study (60% more genes in males versus 17% in our previous study, Hodes et al., 2015a). This difference may be attributable to the fact that we sequenced only females in estrus and proestrus, and may indicate that females show an especially dampened NAc transcriptional stress response during this period of heightened stress sensitivity.

We chose to sequence samples derived from reproductively intact females in estrus and proestrus due to the hormonal dynamics of the estrous cycle. The rodent estrous cycle consists of four phases: proestrus, estrus, metestrus, and diestrus. Estrogen and progesterone reach peak plasma concentrations during proestrus, decline in concentration throughout estrus, and are present at low concentrations in diestrus (Butcher et al., 1974; Bangasser and Valentino, 2014). Therefore, by studying females in estrus and proestrus, we intended to best capture a period characterized by both hormonal fluctuation and high levels of estrogen and progesterone. Adult women are most susceptible to depression during periods of great hormonal fluctuation, including the postpartum period (Hendrick et al., 1998) and during perimenopause (Cohen et al., 2006; Toffol et al., 2015). Comparatively, female rodents are most susceptible to stress during proestrus—when estrogen and progesterone are high—and exhibit higher plasma corticosterone levels at baseline and in response to stress in proestrus compared to other cycle stages (Viau and Meaney, 1991; Carey et al., 1995; Bangasser and Valentino, 2014). A recent meta-analysis of 311 neuroscience articles found that female rats at any stage of the estrous cycle are not more variable than male rats across behavioral, electrophysiological, neurochemical, and histological measures (Becker et al., 2016), further supporting our rationale for combining females in estrus and proestrus.

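The log2 fold changes after SCVS in males and females had a Pearson correlation of 0.0971 across the tested genes, and of 0.101 across genes with a mean of at least 10 reads. Genes are not independent replicates, so no p is given. The correlation ranged from -0.0338 to 0.186 when one library was left out at a time, and with the replicate number as a blocking factor it was 0.0770, or 0.0510 with separate blocks for each sex. Among the 32 ways of relabeling libraries as stressed or unstressed within both sexes that part as many same-numbered pairs, it lay between -0.176 and 0.176, and 4, the real one included, gave a value at least as high.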

Our finding of minimal overlap in genes, miRs, and functional processes between the sexes suggests that the female transcriptional and post-transcriptional stress response is not a blunted male response, but is rather a fundamentally different, sex-specific response. Females engage different NAc molecular processes in response to stress than do males, and this likely has important consequences for behavioral outcome. The sex-specific patterns we observed mirror and greatly expand upon those we have previously reported, now highlighting a role for novel post-transcriptional networks in sex differences in stress responses (Hodes et al., 2015a). We also observed more overlapping enriched pathways and GO terms between total male SCVS and miR-targeted male SCVS gene lists than we did for female counterparts, indicating that miRs may play a more prominent role in stress-responsive molecular processes in males than in females. However, it is important to note that our female functional enrichment analyses were lower powered than those for males as our female gene lists were smaller, potentially exaggerating this effect. Nevertheless, the pronounced sex differences we observed in these complex miR-gene networks may shed light on important mechanistic differences governing sex differences in fundamental NAc neural processes, such as synaptic plasticity (Forlano and Woolley, 2010; Wissman et al., 2012) and neuroactive steroid signaling (Becker, 1999; Almey et al., 2015). Furthermore, our analysis revealed enrichment of pathways in miR-targeted gene lists that may yield future insights into enhanced female stress vulnerability. For instance, Wnt/ß-catenin signaling was an enriched IPA canonical pathway for female miR-targeted genes, and component genes *Dkk2, Wnt7b*, and *Sox5* were downregulated in the female SCVS gene list. 

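In stressed females *Dkk2* (chromosome 3 of NCBIM37 from 131748256 to 131843257) fell from 1.10 ± 0.452 to 0.704 ± 0.0899 CPM (SD, n = 3 libraries; log2 fold change -0.62, standard error 0.27, adjusted p = 0.948). *Wnt7b* (chromosome 15 from 85365869 to 85412251) fell from 20.1 ± 5.68 to 14.2 ± 2.51 CPM (-0.45, standard error 0.18) and *Sox5* (chromosome 6 from 143776945 to 144730497) from 20.9 ± 4.52 to 15.0 ± 1.21 CPM (-0.44, standard error 0.14), each with an adjusted p of 0.948. Each of the 3 genes met the thresholds in the fit to all libraries and in 9 of the 12 fits that each left out one. Across those 12 fits the log2 fold change of *Dkk2* ranged from -0.86 to -0.27. Fits without a male library bear on this female comparison only through the scaling and the spread. Of the 322 genes called in females, 290 to 301 were called again in such fits, and 159 to 216 in fits without a female library. How many of the 9 left out a female library is not given here.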

As Wnt/ß-catenin signaling is necessary for behavioral resilience to chronic social defeat stress (Dias et al., 2014), downregulation of this pathway may contribute to enhanced female vulnerability to SCVS. Our network analysis also highlights miRs for downstream functional analysis. 

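The gene of mir-206 lies on chromosome 1 of NCBIM37 from 20669091 to 20669163. Its precursor count, which does not separate miR-206-3p from the other product, was 63.1 ± 13.3 CPM in unstressed males and 138 ± 27.1 CPM in stressed males (SD, n = 3 libraries), a log2 fold change of 1.14 (standard error 0.22, adjusted p = 0.0676). In females it was 203 ± 51.0 CPM without stress and 130.04 ± 28.1 CPM after SCVS, a log2 fold change of -0.65 (standard error 0.20, adjusted p = 0.344). In both sexes each stressed library lay beyond all unstressed ones. The sex-by-stress interaction was -1.80 on the log2 scale (standard error 0.30, adjusted p = 0.0131) and stayed between -1.98 and -1.59 when one library was left out at a time, where its adjusted p lay between 0.00503 and 0.089 and was above 0.05 in 3 of 12 fits. With the replicate number as a blocking factor it was -1.77 (adjusted p = 0.0031), and the log2 fold change was 1.13 in males (adjusted p = 0.0148) and -0.65 in females (adjusted p = 0.131). Unstressed females had more mir-206 than unstressed males, by 1.69 on the log2 scale (standard error 0.22, adjusted p = 0.000916) in all 3 libraries. Across the 12 libraries, the level of mir-206 and the mean level of 11 vascular smooth muscle genes had a Pearson r of 0.601 (permutation p = 0.0397, adjusted 0.0794 over 4 relations) and a Spearman rho of 0.476 (permutation p = 0.121); r was 0.672 without the 2 libraries farthest from the median and -0.0960 within groups.

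**Figure D3:**
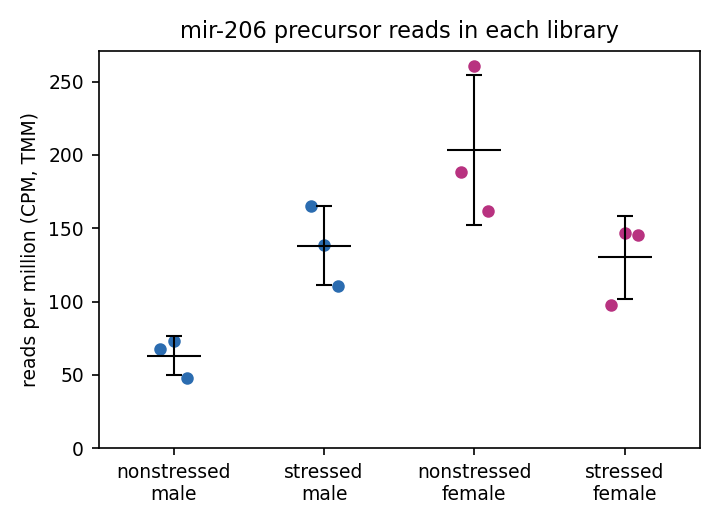
Level of mir-206, in CPM, in each of the 12 small RNA libraries (points), with the mean and SD of each group of 3. Unstressed males lie between 48.0 and 73.4 CPM, stressed males between 111 and 165 CPM, unstressed females between 162 and 260.4 CPM and stressed females between 97.6 and 147 CPM.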

For example, miR-206-3p—a miR that survived our network analysis in females—was oppositely regulated in males and females following SCVS. Recent studies indicate involvement of miR-206-3p—a known regulator of BDNF signaling—in rat hippocampal response to the rapidly acting antidepressant ketamine (Yang et al., 2014), medial prefrontal cortex-mediated alcohol consumption in rats (Tapocik et al., 2014) and susceptibility to bipolar disorder in human subjects (Wang et al., 2014).

In conclusion, we report that male and female mice exhibit fundamentally different NAc genome-wide responses to SCVS. Differences span both transcriptional and post-transcriptional levels, and highlight a potential role for coordinated mRNA and miR activity in behavioral outcome. These findings inform our understanding of the enhanced susceptibility of women to depression and suggest that, as stress response is strikingly different in males and females, treatment protocols and target identification strategies should take sex specificity into account.

## Author contributions

MP, GH, IP, LS, and SR designed the experiments and pipeline analyses. MP, GH, JF, SG, HA, HC, MF, CM, and MH performed the experiments and acquired data. MP, IP, ZL, ZW, and AM analyzed and interpreted the data. MP and SR wrote the article. All authors read and approved the manuscript.

## Funding

This work was supported by US National Institute of Mental Health grants R01 MH090264 (SR), R01 MH104559 (SR), R01 MH104559 (SR), P50 MHo96890 (SR), R21 MH099562 (SR), F31 MH105217 (MP), T32 MH087004 (MP), T32 MH096678 (MP), and by US National Center for Complementary and Integrative Health grant P50 MH096890 (SR).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer MF and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

# Supplementary material for: Integrative Analysis of Sex-Specific microRNA Networks Following Stress in Mouse Nucleus Accumbens
**Source:** Front Mol Neurosci. 2016 Dec 23;9:144. doi: 10.3389/fnmol.2016.00144
**Supplement:** Supplementary file 1

**Supplementary Material**

***Supplementary Figure S1. Estrous cycle monitoring in female mice exposed to SCVS.*** (A). SCVS does not disrupt the estrous cycle. The line graph depicts 4 representative animals and their cycle fluctuations before and after the onset of stress. Mice continue to cycle normally for at least 8 days following the onset of stress. (B). Bar graph illustrating the relative percentage of time that each animal cycles through the various estrous cycle stages. Most mice spend at least 20 to 30 percent of their time in estrus and diestrus.

***Supplementary Table S2. miRs significantly regulated by SCVS in males and females compared to same sex controls.***

| **Males** | | | **Females** | | |
| --- | --- | --- | --- | --- | --- |
| ***Downregulated*** | | | ***Downregulated*** | | |
| **miR** | **log_2_(fold change)** | ***p* value** | **miR** | **log_2_(fold change)** | ***p* value** |
| mmu-miR-130a-5p | -2.00049 | 0.02861 | mmu-miR-1961 | -1.76165 | 0.01654 |
| mmu-miR-6769b-5p | -1.30954 | 0.03507 | mmu-miR-7030-3p | -1.70792 | 0.017094 |
| mmu-miR-6932-5p | -1.18838 | 0.03191 | mmu-miR-6900-5p | -1.16523 | 0.01361 |
| mmu-miR-466n-3p | -1.07800 | 0.03175 | mmu-miR-6979-3p | -1.00952 | 0.00536 |
| mmu-miR-5134-3p | -1.05673 | 0.03656 | mmu-miR-6959-5p | -0.93035 | 0.01347 |
| mmu-miR-344c-5p | -1.03368 | 0.00099 | mmu-miR-449c-5p | -0.73072 | 0.04935 |
| mmu-miR-3547-3p | -1.02133 | 0.00265 | mmu-miR-3064-5p | -0.60314 | 0.00225 |
| mmu-miR-20b-5p | -0.69840 | 0.02169 | mmu-miR-206-3p | -0.59311 | 0.01321 |
| mmu-miR-5121 | -0.61321 | 0.00586 | mmu-miR-669c-5p | -0.4518 | 0.02736 |
| mmu-miR-877-5p | -0.57124 | 0.00912 | mmu-miR-5099 | -0.38512 | 0.01681 |
| mmu-miR-493-3p | -0.55234 | 0.01888 |  |  |  |
| mmu-miR-155-5p | -0.51524 | 0.02851 |  |  |  |
| mmu-miR-466c-5p | -0.42083 | 0.02568 |  |  |  |
| mmu-miR-345-5p | -0.41949 | 0.01215 |  |  |  |
| mmu-miR-187-3p | -0.41789 | 0.00187 |  |  |  |
| mmu-miR-339-3p | -0.38908 | 0.01093 |  |  |  |
| mmu-miR-153-5p | -0.37903 | 0.01151 |  |  |  |
| ***Upregulated*** | | | ***Upregulated*** | | |
| **miR** | **log_2_(fold change)** | ***p* value** | **miR** | **log_2_(fold change)** | ***p* value** |
| mmu-let-7c-1-3p | 0.40377 | 0.03436 | mmu-let-7b-3p | 0.39459 | 0.01726 |
| mmu-miR-451a | 0.40714 | 0.00094 | mmu-miR-1981-3p | 0.41912 | 0.02101 |
| mmu-miR-365-3p | 0.41079 | 0.01251 | mmu-let-7f-1-3p | 0.43917 | 0.01289 |
| mmu-miR-7224-3p | 0.43828 | 0.02425 | mmu-miR-193a-5p | 0.44188 | 0.04242 |
| mmu-let-7e-3p | 0.44169 | 0.01156 | mmu-let-7d-3p | 0.48343 | 0.00493 |
| mmu-miR-1a-3p | 0.44589 | 0.00121 | mmu-miR-503-5p | 0.48372 | 0.00658 |
| mmu-let-7d-3p | 0.45843 | 0.00715 | mmu-miR-98-3p | 0.53471 | 0.00156 |
| mmu-miR-144-3p | 0.46097 | 0.00685 | mmu-miR-7224-3p | 0.5517 | 0.00552 |
| mmu-miR-325-3p | 0.46127 | 0.00233 | mmu-miR-7235-3p | 0.55325 | 0.04590 |
| mmu-miR-672-3p | 0.46271 | 0.04705 | mmu-let-7c-2-3p | 0.56309 | 0.00141 |
| mmu-miR-5099 | 0.48208 | 0.00550 | mmu-let-7a-1-3p | 0.57206 | 0.00155 |
| mmu-miR-133a-3p | 0.48243 | 0.00117 | mmu-miR-1912-3p | 0.63806 | 0.02671 |
| mmu-miR-145a-3p | 0.50507 | 0.00030 | mmu-miR-216a-5p | 1.01792 | 0.02562 |
| mmu-miR-30c-5p | 0.52454 | 0.00056 | mmu-miR-669a-3-3p | 1.05475 | 0.02085 |
| mmu-miR-378d | 0.64896 | 0.03048 | mmu-miR-205-5p | 1.34078 | 0.03217 |
| mmu-miR-144-5p | 0.69028 | 0.00039 | mmu-miR-7092-3p | 2.18364 | 0.00714 |
| mmu-miR-29b-1-5p | 0.74105 | 0.04547 | mmu-miR-3072-3p | 2.2588 | 0.00408 |
| mmu-miR-1912-3p | 0.81205 | 0.00893 | mmu-miR-344h-5p | 2.43715 | 0.00052 |
| mmu-miR-26a-2-3p | 0.82497 | 0.01444 |  |  |  |
| mmu-miR-206-3p | 1.15670 | 0.0001 |  |  |  |
| mmu-miR-7b-3p | 1.16576 | 0.02716 |  |  |  |
| mmu-miR-6939-3p | 1.4258 | 0.03088 |  |  |  |
| mmu-miR-7026-5p | 1.70998 | 0.0097 |  |  |  |
| mmu-miR-181d-3p | 2.08942 | 0.01412 |  |  |  |
| mmu-miR-6926-3p | 2.37142 | 0.00278 |  |  |  |

***Supplementary Table S3. Top 20 genes significantly up- and downregulated by SCVS in males and females compared to same sex controls.***

| **Males** | | | **Females** | | |
| --- | --- | --- | --- | --- | --- |
| ***Downregulated*** | | | ***Downregulated*** | | |
| **Gene** | **log_2_(fold change)** | ***p* value** | **Gene** | **log_2_(fold change)** | ***p* value** |
| *Mir3100* | -3.03433 | 0.00042 | *Serpinb5* | -2.8723 | 0.00665 |
| *AL671140.1* | -2.78301 | 0.00037 | *Chrnb3* | -2.83293 | 0.02854 |
| *Gm8258* | -2.69231 | 0.01242 | *Fermt1* | -2.74172 | 0.00046 |
| *3930402G23Rik* | -2.68671 | 0.0013 | *Tmem184a* | -2.42785 | 0.00301 |
| *2410124H12Rik* | -2.50381 | 0.00986 | *Il28ra* | -2.27804 | 0.00258 |
| *7SK* | -2.49950 | 0.00184 | *Gm12100* | -2.25790 | 0.02879 |
| *snoU13* | -2.47322 | 0.01543 | *AC118193.1* | -2.06149 | 0.01234 |
| *Lcn2* | -2.35153 | 0.04169 | *Gpr44* | -1.97457 | 0.01785 |
| *Akr1c18* | -2.31424 | 0.00022 | *Pla2g10* | -1.94413 | 0.01855 |
| *n-R5s67* | -2.25242 | 0.00973 | *Gm13415* | -1.92972 | 0.03561 |
| *Gpr65* | -2.22001 | 0.01430 | *snoU2_19* | -1.88230 | 0.01255 |
| *Gm12480* | -2.2067 | 0.00838 | *AC164089.1* | -1.83750 | 0.00645 |
| *Gm12747* | -2.18534 | 0.00144 | *5S_rRNA* | -1.801 | 0.00492 |
| *AC124108.1* | -2.13929 | 0.01088 | *0610012D04Rik* | -1.79462 | 0.00223 |
| *Gm11678* | -2.13254 | 0.0144 | *5730412P04Rik* | -1.77746 | 0.04003 |
| *Gm14860* | -2.12619 | 0.00488 | *SNORA48* | -1.75093 | 0.01694 |
| *Atp12a* | -2.09868 | 0.02363 | *Abhd12b* | -1.66442 | 0.02173 |
| *Gm15884* | -2.05284 | 0.02059 | *Lrg1* | -1.63016 | 0.00387 |
| *Hspa1b* | -2.05123 | 0.00007 | *Gm15765* | -1.62412 | 0.02882 |
| *Y_RNA* | -2.02092 | 0.04592 | *Gm17101* | -1.60461 | 0.02326 |
| ***Upregulated*** | | | ***Upregulated*** | | |
| **Gene** | **log_2_(fold change)** | ***p* value** | **Gene** | **log_2_(fold change)** | ***p* value** |
| *Tfap2d* | 3.41226 | 0.00108 | *Klrg1* | 2.18096 | 0.00132 |
| *Chrnb3* | 3.3054 | 0.01482 | *Rps6-ps3* | 1.99043 | 0.0037 |
| *Slc17a7* | 3.24927 | 0.01997 | *AL671140.1* | 1.9765 | 0.00551 |
| *Ighg2c* | 2.89980 | 0.00303 | *Gm12994* | 1.93100 | 0.03364 |
| *AC163292.1* | 2.88457 | 0.00205 | *Gm8104* | 1.82727 | 0.02734 |
| *Dkkl1* | 2.53279 | 0.03668 | *Metazoa_SRP* | 1.82189 | 0.03306 |
| *Trbc2* | 2.42957 | 0.02619 | *Gm12494* | 1.80376 | 0.00033 |
| *Npy6r* | 2.31214 | 0.00202 | *RP23-91L18.2* | 1.80271 | 0.011 |
| *Cplx3* | 2.29744 | 0.02581 | *1700011M02Rik* | 1.71008 | 0.021 |
| *AL808014.1* | 2.16236 | 0.00245 | *Gm16251* | 1.68035 | 0.01289 |
| *Nr4a2* | 2.10573 | 0.04982 | *AL831764.1* | 1.63881 | 0.02572 |
| *E030013I19Rik* | 2.08891 | 0.04659 | *Sh2d1a* | 1.54998 | 0.02954 |
| *Gm2800* | 2.00016 | 0.01231 | *Ace3* | 1.51334 | 0.03710 |
| *Cwh43* | 1.99366 | 0.0289 | *Fam83a* | 1.50039 | 0.01484 |
| *Fcrla* | 1.99284 | 0.01158 | *Gm15817* | 1.49236 | 0.02911 |
| *Adcyap1* | 1.95259 | 0.04364 | *Dennd2d* | 1.4792 | 0.01937 |
| *Haao* | 1.90028 | 0.0019 | *Adtrp* | 1.43257 | 0.0063 |
| *Gm15674* | 1.88896 | 0.01739 | *U6* | 1.41037 | 0.02687 |
| *Gm17334* | 1.85838 | 0.03531 | *SNORA25* | 1.37377 | 0.01353 |
| *Ctgf* | 1.80261 | 0.04106 | *Gm12955* | 1.36178 | 0.01897 |

***Supplementary Table S4. Gene ontology and pathway enrichment analysis results for genes regulated by SCVS in males and females.***

*Pathways/GO terms enriched for SCVS-regulated gene lists in both sexes are listed in bold font.*

***Supplementary Table S5. Significant miR:mRNA networks in females: Up- and downregulated miRs.***

*Only miRs and genes with a negative association are shown.*

| **miR** | ***p* value** | **SCVS-regulated targets predicted by miRWalk and TargetScan** |
| --- | --- | --- |
| ***Downregulated miRs*** | | |
| mmu-miR-206-3p | 0.01415 | *Hoxb9, Tlr4, Arhgap28, Ccbe1* |
| mmu-miR-6900-5p | 0.041405 | *Gdf9, Mtl5, Plekhf1, Chrna2, Sohlh1, Fam83a, Arhgap28, Ccbe1* |
| ***Upregulated miRs*** | | |
| mmu-let-7b-3p | 0.03843 | *Mstn, Pcsk5, Sox5, Prnd, Cxcl13, Ndnf, Myct1, Rreb1, Plekha2, Stard5, Etl4, Mylk3, Adamtsl3, Glt28d2, Htra4, Gm684* |
| mmu-miR-1912-3p | 0.00298 | *Ciita, Dsc2, Gimap1, Lbx2, Sypl2, Pter, Slit2, Sox5, Tbx3, Cd27, Ggt5, Ndnf, Myct1, Rreb1, Crtac1, Arhgap15, 1700028K03Rik, Ifi44, Etl4, Itga10, Slc16a5, Fermt1, A530016L24Rik, Ipcef1* |
| mmu-miR-216a-5p | 0.01284 | *Chrna4, Sypl2, Pax9, Sox5, Serpinb5, Tbx3, Ggt5, Piwil2, Myct1, Rreb1, Esm1, Taf7l, Chrnb3, Mylk3, Fermt1, Adamtsl3, Ipcef1, Fbxl7* |
| mmu-miR-344h-5p | 0.02484 | *Gbp4, Pcsk5, Ggt5, Magix, Piwil2, Aox4, Crtac1, Fam101b, Myzap, Itga10, Slc16a5, Adamtsl3, Ipcef1, Fbxl7* |
| mmu-miR-98-3p | 0.03724 | *Mstn, Pcsk5, Sox5, Prnd, Cxcl13, Dkk2, Ndnf, Myct1, Rreb1, Plekha2, Stard5, Etl4, Mylk3, Adamtsl3, Glt28d2, Htra4, Fbxl7, Gm684* |

***Supplementary Table S6. Significant miR:mRNA networks in males: Downregulated miRs***

*Only miRs and genes with a negative association are shown.*

| **miR** | ***p* value** | **SCVS-regulated targets predicted by miRWalk and TargetScan** |
| --- | --- | --- |
| ***Downregulated miRs*** | | |
| mmu-miR-877-5p | 4.05E-11 | *Adora2b, Cacng1, Cd59a, Cnr1, Kif5a, Slc226, Ptgis, Pvalb, Lynx1, Ermap, Cenpk, Camk2n1, Snx31, Fbxo32, Ecscr, Slc17a7, Slc24a2, Ccdc116, Chrdl1, Slc9a2, Adprhl1, Cplx3, Pla2g4e, Scn4b* |
| mmu-miR-339-3p | 4.90E-4 | *Kif5a, Rapgef4, Chrnb3, Adcy1* |
| mmu-miR-344c-5p | 9.69E-8 | *Chrna4, Adcyap1, Adora3, Cacng1, Cd59a, Cnr1, Kif5a, Pappa2, Ermap, Fbxo32, Tmem144, Tmprss6, Prr5l, Nmnat3, 1300002K09Rik, Ccdc116, Haao, Liph, Acvr1c, Scn4b, Adcy1, Pnpla1, Gm5535* |
| mmu-miR-345-5p | 7.63E-13 | *Cacng1, Itga5, Itgb3, Lynx1, Necab3, Camk2n1, Fam198b, Angel1, Slc24a2, Plekha2, Chrdl1, Chrnb3, Bmf, Rassf3, Ip6k3, Adcy1, Pnpla1, Gm13476* |
| mmu-miR-3547-3p | 1.75E-13 | *Chrna4, Itgb3, St14, Pvalb, Sla, Tfap2b, Lynx1, Rapgef4, Ccl28, Plxdc1, Prr5l, Slc24a2, Ccdc116, Lmod1, Hepacam2, Bmf, Cwh43, Bank1, Tsku, 9930012K11Rik, Acvr1c, Ptpn7* |
| mmu-miR-466c-5p | 1.36E-15 | *Aldh1a1, Cd4, Edn3, Fbn1, Kif5a, Slc22a6, Sla, Pappa2, Lynx1, Ermap, Rapgef4, Ccl28, Tmem178, Fam198b, Prr5l, Arhgap15, Slc24a2, Fgf16, Slc26a5, Chrdl1, Lmod1, Chrnb3, Synpo2, Bmf, Cpne9, Acvr1c, Cntn4, Adcy1, Gm5535, Nlrc5, Trim71, Gm7244* |
| mmu-miR-466n-3p | 2.52E-18 | *Cdh9, Itgb3, Myh3, Npy6r, Satb1, Sla, Chaf1a, Abcg3, Rapgef4, Fbxo32, Samsn1, Rasl11b, 5730508B09Rik, Tmem144, Nmnat3, 1300002K09Rik, 4930558K02Rik, Slc24a2, Fgf16, Chrdl1, Tdrd1, Deptor, Synpo2, Bmf, Etl4, Enpp3, Gcnt4, Clec12a, Liph, Acvr1c, Gm5127, A4gnt, Scn4b, Ccdc87, Gm7244* |
| mmu-miR-493-3p | 8.10E-14 | *Cnr1, Fbn1, Igfbp6, Itgb3, Kif5a, Nr4a2, Slc22a6, Reln, Satb1, Sla, Tnfaip2, Lynx1, Ermap, Ccl28, Tmem178, Tmem144, Plxdc1,*  *Slc24a2, Fgf16, Chrdl1, Tdrd1, Hepacam2, Rassf3, Plekhd1, Myom3, Acvr1c, Clspn, Ip6k3, Ptpn7, Gpr21, Scn4b* |
| mmu-miR-5121 | 6.83E-6 | *Chrna4, Fgf5, Itgb3, Npy6r, Sla, Fbxo32, 5730508B09Rik, Tmem144, Cabyr, Prr5l, Arhgap15, Slc24a2, Ccdc116, Tdrd1, Coro2a, Rassf3, Myom3, Tsku, Adcy1* |
| mmu-miR-5134-3p | 2.69E-6 | *Itk, Pparg, Adprhl1, Scn4b, Pnpla1* |
| mmu-miR-6769b-5p | 4.26E-14 | *Chrna4, Acvrl1, Arhgdib, Cnr1, Edn3, Fbn1, Fhl2, Itga5, Itk, Kif5a, Ky, Tfap2b, Wnt3a, Pappa2, Lynx1, Ermap, Chaf1a, Ccl28, Camk2n1, Snx31, Fbxo32, Cd164l2, Gpx6, Slc24a2, Ccdc116, Plekha2, Coro2a, Synpo2, Bmf, Rassf3, 4931440F15Rik, Plekhd1, Gcnt4, Clec12a, Bank1, Acvr1c, Ptpn7, Adcy1, Pnpla1, Nlrc5, Rhox4a* |
| mmu-miR-6932-5p | 6.30E-5 | *Chrna4, Cd4, Tnfaip2, Lynx1, Chst4, Ermap, Ccl28, Fbxo32, Fam198b, Cabyr, Prr5l, 1300002K09Rik, Slc24a2, Chrdl1, Kdelr3, Plekhd1, Gcnt4, Liph, Myom3, Pla2g4e, A4gnt, 1700015F17Rik, Scn4b, Adcy1* |

***Supplementary Table S7. Significant miR:mRNA networks in males: Upregulated miRs.***

*Only miRs and genes with a negative association are shown.*

| **miR** | ***p* value** | **SCVS-regulated targets predicted by miRWalk and TargetScan** |
| --- | --- | --- |
| ***Upregulated miRs*** | | |
| mmu-miR-7026-5p | 7.04E-19 | *Adra2b, Arc, Atf3, Pcdh15, Bcl2, Calb2, Ccna2, Cdc7, Cldn5, Col11a1, Epb4.1l4a, Fos, Fosl2, Gaa, Gem, Hap1, Htr4, Irs4, Kcnn4, Masp2, Mc1r, Mmp12, Npy1r, Nrp2, Otx2, Furin, Per2, Serpinb2, Plxna1, Prlr, Rasal1, Scn5a, St3gal1, Six1, Slc8a1, Sox1, Tbx3, Thbs1, Vcl, Wnt2b, Spry4, Prnd, Ror2, Pdk4, Banp, Slc5a3, Acrbp, Zfp276, Fxyd6, Ngb, Stk32b, Dedd2, Rreb1, Atp6v1c2, 1700007K13Rik, Lrch3, Tcerg1l, Clec12b, Anxa9, Slc25a18, Dusp11, Lrrc8e, Zkscan3, Slc25a42, Psmb11, Rhoh, Arhgap36, Capsl, 2410124H12Rik, Tmem200a, Adamtsl2, Fndc8, Igsf6, Dnajb1, Nrg4, Gbp6, Plekhg4, Akr1c18, Dennd3, Btaf1, Slc28a3, Prelp, Kcnn3, Rxfp2, Kirrel, Peg10, Trpm8, Zbtb7c, Dot1l, Fam20a, Itga10, Zbbx, Zbtb8b, Tstd1, Qrfp, Acnat1, Szt2, Cyp26b1, Ano5, Tmem45b, Zbtb16, Lancl3, Rxfp3, Pgap1, Ccdc144b, Igsf10, AW551984, Gpr101, Onecut3, Mfrp, Scml4, Ahsa2, Spib, Adam1a, Hist1h4i, Ubn, C530008M17Rik, Amigo3, Dgkk, Slc2a12, Sfmbt2, Ccdc24, Ccdc121, Ccdc36, Gm14137, 1700016G14Rik, 4930469G21Rik* |
| mmu-miR-7224-3p | 9.14E-15 | *Acvr2b, Adnp, Adra2b, Pcdh15, Inadl, Crh, Cyp2b19, Fgf10, Fosl2, Gpr65, Hcn3, Prmt2, Hsf1, Htr4, Mxd3, Myom2, Neb, Nrp2, Oprm1, Per2, Prlr, Ptgs2, Scn5a, St3gal1, Slc8a1, Sox1, Ttn, Xlr3a, Zfp92, Spry4, Banp, Slc5a3, Lpar2, Plxnc1, Tubd1, Sez6l, Zfp276, Fxyd6, Cables1, Ngb, Rere, Rreb1, Slc52a3, Lrch3, Derl3, Lrrc34, Slc25a42, Psmb11, Rhoh, Manf, Igfbpl1, Rassf10, 9930013L23Rik, Fam126a, Ankrd10, Upb1, Dennd3, Btaf1, Adamts6, Slc28a3, Crip3, Igf2bp3, Kcnn3, Kirrel, Peg10, Hps4, Cspp1, Wdr52, Col28a1, 4932411E22Rik, Arid5a, Cbln4, Bcl2l15, Szt2, Fras1, Plekha7, Lancl3, Pgap1, Mrap2, Onecut3, Sdsl, Mfrp, Stk36, Fchsd1, Ubn2, Serac1, Col8a2, BC053749, A230065H16Rik, Ppapdc1a, Hcrtr2, Pnmal2, Ccdc36, Fam196b, Xlr3b, Gm14137* |
| mmu-miR-7b-3p | 1.97E-17 | *Pcdh15, Bcl2, Ccna2, Cdc7, Col11a1, Col4a3, Fbrs, Fgf10, Fosl2, Gjb6, Kcnj5, Mageb3, Mmp12, Nos3, Per2, Prlr, Rasd1, Ret, Rfx1, Slc8a1, Sox1, Tcf7l2, Scn11a, Spry4, Nrk, Sytl4, Pcdh12, Slc5a3, Pmaip1, Asb4, Rere, Fbln7, Sfpq, Lrrc34, Cabp4, Zdbf2, Fam126a, Gbp6, Plekhg4, Btaf1, Dio3, Rad51c, Kcnn3, Peg10, Hspa1a, Grhl1, Igsf1, Unc5d, Cspp1, Samd14, Fam167a, Impg2, Acat3, Acnat1, Samd11, Tnrc18, Pgap1, Pnma3, Gprasp2, Chodl, Ropn1l, Ahsa2, Spib, Wfikkn2, Ubn2, C530008M17Rik, Slc2a12, Greb1l, Mfsd2b, Gm5464, Fam196b, Col6a5* |
| mmu-miR-365-3p | 3.01E-8 | *Pcdh15, Bcl2, Btg2, Inadl, Cldn5, Dmpk, Eya2, Fosl2, Plxna1, Ptgs2, Rasd1, Ret, Sfrp2, Six1, Slc8a1, Tulp1, Ly6h, Prnd, Lpar2, Stk32b, Sfpq, Anxa9, Slc25a42, Manf, Zfp773, Igsf6, Nrg4, Fam126a, Gbp6, Peg10, Cnksr1, Unc5d, Arid5a, Gpr179, Acnat1, Pla2g4c, Rxfp3, Pgap1, Ptchd2, Esyt3, Ubn2, Gm14461, Zfp663, Pnmal2* |
| mmu-miR-378d | 8.37E-8 | *Adnp, Serpinc1, Smyd1, Cbln1, Ccna2, Col4a3, Fbrs, Fgf17, Fosl2, Slc6a12, Foxj1, Ifi47, Kcnj5, Mc1r, Npy1r, Nrp2, Furin, Plxna1, Plxna3, Ret, Rfx1, Rgs16, St3gal1, Slc8a1, Tbx3, Traf1, Wnt11, Zfp92, Spry4, Ror2, Icosl, Banp, Pcdh12, Rbm14, Zfp276, Piwil1, Midn, Fxyd6, Cables1, Ngb, 2010109I03Rik, Ptgr1, 9530077C05Rik, Slc52a3, Lrch3, Fuz, Anxa9, Dusp11, Lrrc8e, Psmb11, Syvn1, Glt8d2, Igfbpl1, Zfp773, Ccdc151, Fam159b, Igsf6, Dnajb1, Tex13, Hmgb2, Ttll3, Dennd3, Btaf1, Tm6sf2, Igf2bp3, Ppp1r3a, Stard5, Kirrel, Peg10, Hspa1a, Unc5d, Itga10, 4932411E22Rik, Arid5a, Unc45b, Samd14, Gpr179, Megf6, Cyp26b1, Suv420h2, Ano5, Zbtb16, Pgap1, Ptchd2, Pnma3, Onecut3, Stk36, Spib, Esyt3, Fchsd1, Snhg11, Dusp4, Ubn2, C530008M17Rik, Serac1, Sdk1, Dgkk, BC053749, Slc2a12, Mfsd2b, Pnmal2, Ccdc36, Baiap3, Gm14137, Rnf223* |
| mmu-miR-451a | 1.30E-5 | *Epb4.1l4a, Six1, Ttn, Osr1, Wif1, Slc5a3, Pmaip1, Fbln7, Igf2bp3, Hps4, Gpr101, Hist1h2be, Sfmbt2, Hcrtr2, Klf14* |
| mmu-miR-5099 | 0.00014 | *Pcdh15, Klf4, Prlr, Wnt2b, Sgsm1, Slc5a3, Lpar2, Zfp276, Tmem200a, Rassf10, Dnajb1, Grhl1, Hdac4, Wdr52, Fam167a, Pgap1, Kir3dl2, Adam1a, Ubn2, Gm5464* |
| mmu-miR-672-3p | 4.39E-30 | *Adnp, Adra2b, Alox12e, Pcdh15, Bcl2, Brs3, Ciita, Pdia4, Calcr, Cdc7, Inadl, Clcn1, Cxcr4, Col4a1, Col4a2, Col1a2, Dlk1, Dmc1, Efs, Egr2, Fat1, Fbrs, Fgf10, Flt3l, Fosl2, Gaa, Rhpn1, Hap1, Hcn3, Hey2, Hpse, Irs4, Kcnj5, Mc1r, Myo9b, Myom2, Nnat, Npy1r, Nrp2, Omp, Oprm1, Otx2, Pax9, Peg3, Prlr, Ptgs2, Rasal1, Rasd1, Rax, Ret, Rfx2, Rgs16, Scn5a, Slc1a6, Slc8a1, Sox1, Stc2, Stra6, Tap1, Thbs1, Wnt11, Wnt2b, Zfp92, Spry4, Prnd, Nrk, Cartpt, Pdk4, Magel2, Fubp1, Cpsf4l, Sgsm1, Banp, Pcdh12, Slc5a3, Lpar2, Plxnc1, Dnajb5, Sez6l, Midn, Fxyd6, Ngb, Stk32b, Lpin3, Chordc1, Pdlim7, Ints1, Rreb1, Casz1, Ggnbp1, 2700097O09Rik, Slc25a42, Prl8a1, Rhoh, Igfbpl1, 6430628N08Rik, Tmem200a, Hhipl2, Dnajb1, Wdr6, Spon2, Gbp6, Ankrd10, Upb1, Uhrf2, Slc28a3, Rad51c, Prelp, Ppp1r3a, Kcnn3, Stard5, Kirrel, Peg10, Atp12a, Unc5d, Slc39a2, Unc45b, Samd14, Gpr179, Qrfp, Mall, Tshz2, Szt2, Zbtb40, Fras1, Tnrc18, Cyp26b1, Fgd5, Ano5, Fhod1, Lancl3, 5830403L16Rik, Pgap1, Lrrc38, Ptchd2, Myo16, AW551984, Gpr101, Pnma3, Scml4, Spib, Wfikkn2, Fchsd1, Snhg11, Dusp4, Ubn2, Dpy19l2, Serac1, Slc2a12, Sfmbt2, Greb1l, Ccdc24, Pnmal2, Ccdc36, Gm14137, Dynlt1f* |
| mmu-miR-6926-3p | 8.23E-6 | *Arntl, Pcdh15, Smyd1, Calcr, Inadl, Clcn1, Col4a3, Gjb6, Hspa1b, Htr4, Icam1, Kcnj5, Klf4, Mc1r, Mcf2l, Mmp12, Plxna3, Prlr, Sstr5, Tulp1, Prnd, Pcdh12, Slc5a3, Rbm14, Zbtb20, Pdlim7, Rreb1, Slc52a3, Lrfn2, Slc25a42, Zdbf2, Syvn1, Rhoh, Adck4, Mdn1, Ankrd10, Btaf1, Adamts6, Rad51c, Prelp, Stard5, Kirrel, Peg10, Unc5d, Itga10, Col28a1, Samd14, Baz1a, Acat3, Zbtb40, Cyp26b1, Pla2g4c, Rxfp3, F830016B08Rik, Ptchd2, Onecut3, Snhg11, Ubn2, Dpy19l2, Serac1, 1700101E01Rik, Col8a2, Sdk1, Slc2a12, Sfmbt2, Zfp663, Ppapdc1a, Mfsd2b, Xlr4a, Gm14308* |
| mmu-miR-6939-3p | 4.25E-11 | *Pcdh15, Bcl2, Brs3, Ciita, Cbln1, Cdc7, Fosl2, Slc6a12, Hcn3, Hpse, Ifi203, Mc1r, Mstn, Npy1r, Nrp2, Omp, Oprm1, Prlr, Slc8a1, Wnt2b, Xbp1, Zfp92, Scn11a, Fubp1, E2f7, Ahi1, Slc5a3, Dnajb5, Piwil1, Pmaip1, Lpin3, 2010109I03Rik, Dedd2, Sfpq, Pdia6, Lrrc8e, Slc25a42, Zdbf2, Ttc21a, Adck4, Tmem200a, Rassf10, Igsf6, 9930013L23Rik, Nrg4, Fam126a, Dennd3, Btaf1, Prelp, Kcnn3, Kirrel, Hps4, Unc5d, 4932411E22Rik, Impg2, Qrfp, Tshz2, Samd11, Fgd5, Ano5, Pgap1, D630039A03Rik, Lrrc38, Ptchd2, Onecut3, Stk36, Snhg11, Dock6, C530008M17Rik, Greb1l, Zfp663, Fam196b, Klf14, Rnf223* |

***Supplementary Table S8. Gene ontology and pathway enrichment analysis results for miR-targeted genes in males and females.***

*Pathways/GO terms enriched for the entire SCVS-regulated gene list and the miR-targeted gene list for each sex are listed in bold font. Genes with both negative and positive associations with targeting miRs were submitted to the analysis.*

How the deposited data were processed for this re-analysis (not part of the article)

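Messenger RNA and small RNA from the NAc of male and female mice, stressed by SCVS or left unstressed, were each measured in 12 libraries, 3 per sex and stress condition. Each library was a pool of 10 punches from 5 mice. Mice were 8 weeks old by the paper's methods and 9 weeks by the labels of the samples, and the females were in estrus or proestrus. Every library was assigned to its sex, stress condition and replicate number from its label, and no library was left out.

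For the small RNA the authors trimmed single-end reads of 100 bases, discarded reads under 16 nucleotides, aligned the rest to the mouse genome build mm9 with Bowtie and counted them with HTSeq. The values they deposited are raw read counts per miRBase precursor, without normalization. For the mRNA the authors aligned paired reads of 50 bases with TopHat2 to the Ensembl annotation of NCBIM37 (version 67) and counted them per gene with HTSeq, and the deposited values are again raw counts. The paper's text does not name the strand setting or the scaling factors. Gene symbols and coordinates were taken from the GENCODE annotation of NCBIM37 by Ensembl identifier. Of the 18593 tested genes, 17928 received a symbol, 133 of them from the paper's Data Sheet 2, and of the 1180 miRs 302 had a gene of that name in the annotation.

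Counts were compared in R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. Features with more than 5 reads in at least 80% of the libraries of at least one condition were kept, the filter that the paper gives for mRNA. They were scaled by TMM factors and passed through voom, and limma was fitted with one mean per group, with moderated tests for stressed against unstressed males, stressed against unstressed females, the difference between these effects (sex-by-stress interaction), and unstressed females against unstressed males. As in the paper, a feature was taken as regulated, or called, at an unadjusted p under 0.05 and a fold change of at least 1.3. Adjusted p values are Benjamini-Hochberg values over all tested features of an assay and comparison. CPM values are means of TMM-scaled libraries, with the SD over the 3 libraries of a group. Overlaps between the sexes were tested by one-sided Fisher's exact tests over the tested features. Permutation tests of correlations across libraries used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 with 100000 resamples, and plots matplotlib 3.10.9.

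Sets of marker genes for blood, muscle, neighboring brain regions and stress responses were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the sets of a comparison. The steps were tested on simulated data without any change between groups, where 321 of 18335 genes in males and 331 in females were called and none had an adjusted p under 0.05, and on data with 200 changed genes, of which 98% were called and 89% had an adjusted p under 0.05. Among miRs 11 of 483 were called in males and 12 in females without a change, and 96% of 50 changed miRs were called. The female labels and male labels were checked against genes of the sex chromosomes, and no pair of libraries of a group held the same counts.

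Between 41076780 and 60867747 reads per mRNA library and 5086554 and 13522287 reads per small RNA library were counted. A mean of fewer than 10 reads was found for 5.48% of the tested genes and 10.6% of the tested miRs, whose fold changes rest on few reads. With 3 pools per group, an exact permutation test of a single feature cannot reach a p under 0.05, so that p values come from the model fitted across all features.

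The labels number the 3 libraries of each group, and the same numbers recur in all groups, which hold different mice. Whether same-numbered libraries resembled each other was checked by correlating their deviations from the group means, and because the correlation within a sex was above 0.1 in both assays, results with the replicate number as a blocking factor are given beside the others. The paper's text gives no meaning for the numbers. All 12 libraries of an assay were sequenced together, so no batch by lane was tested.

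The model, the thresholds, the comparisons, the marker sets, the named genes and most alternatives were chosen before the data were examined. The alternatives were edgeR's quasi-likelihood test, DESeq2's Wald test (DESeq2 1.42.0), scaling by library size only, by DESeq2's size factors or by quantile normalization, filters for at least 1 read in any library, for at least 10 reads in every library or by filterByExpr, calling by the adjusted p or without a fold threshold, fits to only the 6 libraries of a comparison, library quality weights, blocks by replicate number, and fits that each left out one library. After the data were seen, 2 gene fits without TMM factors and with a filter of at least 5 reads in at least 2 libraries of a condition were added, one of them coded as sex-by-stress coefficients, and the marker sets and network targets were run under the scalings and with each library left out. Features are named if the paper names them, if they belong to the sex-linked genes or marker sets, or if they are among the 5 largest changes of a comparison among called features with a mean of at least 10 reads and the same direction in all 3 stressed libraries, at an adjusted p under 0.05 or, where fewer than 5 reach it, at the unadjusted p. Interaction genes and miRs that differed between the unstressed groups at an adjusted p under 0.05 were named after their values were seen.

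The qPCR measurements, the enrichment of pathways and ontology terms, the target predictions and the chi-squared analysis of miR targets were not analysed here. For the networks, the listed targets were looked up in the gene fits.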

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

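The tests of mir-206 against muscle genes, of the interaction genes against the depth of the libraries, against cortical marker genes and against the unstressed males, and of the differences between the unstressed groups against cortical marker genes were chosen only after the results were seen.

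The effect of SCVS on mir-206 differed between the sexes, with a sex-by-stress interaction of -1.80 on the log2 scale (standard error 0.30, adjusted p = 0.0131); the level rose in males and fell in females, and in both sexes all 3 stressed libraries lay beyond the unstressed ones. Over the alternatives that kept all libraries the interaction lay between -1.87 and -1.75, with adjusted p values between 4.2e-07 and 0.02, and it was -1.77 with the replicate number as a blocking factor. Across the 12 fits that each left out one library, its adjusted p lay between 0.00503 and 0.089 and was above 0.05 in 3. It also differed between the unstressed groups, a comparison the paper does not report for miRs: unstressed females exceeded unstressed males by 1.69 (adjusted p = 0.000916, higher in 3 of 3 libraries). The female and male means after stress, 130.04 and 138 CPM, lay close together, so that the interaction contains the difference between the unstressed groups. With every library thinned to 5086554 reads the adjusted p of the interaction was 0.0126, so a difference in depth did not account for it. The precursor counts do not separate the arms, and reads shared with similar miRs were not tested. RNA from muscle was tested against the 2 sets of muscle mRNAs. Across the 12 libraries mir-206 was related to the vascular smooth muscle genes (Pearson r 0.601, permutation p = 0.0397, adjusted 0.0794 over 4 relations; Spearman rho 0.476, permutation p = 0.121; r 0.672 without the 2 farthest libraries) but not to the skeletal muscle genes (r 0.0299, permutation p = 0.926; rho 0.126, permutation p = 0.705), and within groups the first relation was absent (r -0.0960). The interaction of the vascular smooth muscle set was -0.26 (2 of 11 genes up, adjusted p = 0.000812, or 0.11 with limma's fry, which tests a set by itself). The set was also higher in unstressed females than in unstressed males (0.28, 11 of 11 genes up, adjusted p = 0.000856, or 0.0968 with fry), as mir-206 was. The sizes cannot be compared, since the part of each signal that comes from vessel wall is not known. Vessel wall in some pools is thus neither shown nor excluded as a cause of the difference, and a sex-specific response to SCVS remains a hypothesis.

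A sex-by-stress interaction at an adjusted p under 0.05 was found for 5 genes that the paper does not name for it. It was 0.59 for *Chordc1*, 1.10 for *Banp*, 0.71 for *Tsc22d3* and 0.74 for *Slc5a3* (adjusted p = 0.0328 for each) and 0.57 for *Cables1* (adjusted p = 0.0438). In each the 3 stressed male libraries lay below the mean of the unstressed males. Across the alternatives that kept all libraries, the adjusted p ranged from 5.88e-07 to 0.0498 for *Chordc1* and from 0.000249 to 0.102 for *Cables1*. With the libraries thinned to 41076780 reads, 0 of the 5 genes kept an adjusted p under 0.05 (smallest 0.0620), while all 5 stayed past the unadjusted thresholds and 1752 genes had an unadjusted p under 0.05. The interactions themselves moved little, to between 0.55 and 1.09, so that their adjusted p depended on the number of reads and the size of the effects did not. With the mean of the cortical glutamatergic marker genes in the model, 5 of the 5 genes kept an interaction past the unadjusted thresholds and none an adjusted p under 0.05 (smallest 0.801); 608 genes were past the thresholds. The mean of the unstressed males lay outside those of the other 3 groups in 3 of the 5, *Chordc1*, *Banp* and *Slc5a3*, so that unstressed males standing apart do not account for all 5. Of the 32 relabelings of the libraries within both sexes that part as many same-numbered pairs, 6, the real one included, gave as many genes with an interaction past the unadjusted thresholds (822, with up to 1590 elsewhere), and 6 gave as many with an adjusted p under 0.05. The 8 relabelings that keep the male grouping, and with it the male effect, gave 687 to 1590 genes, and the 24 that change it gave 157 to 555 and none with an adjusted p under 0.05, so that the number rests on the male grouping and the relabelings by themselves do not test the interaction. No biological reading is offered for these genes, since the adjusted p values did not stay under 0.05 with fewer reads or with the cortical genes in the model, and since 0 to 199 genes had one across the 12 fits that each left out one library.

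For miRs 4 of the 32 relabelings, the real one included, gave at least as many with an interaction (34, with up to 38 elsewhere), and 2 gave as many with an adjusted p under 0.05.

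Between the unstressed females and the unstressed males, a comparison the paper does not report for miRs, 5 of them had an adjusted p under 0.05. Besides mir-206 these were mir-5099, by 0.85 on the log2 scale (adjusted p = 0.0142), mir-341 by -0.37 (adjusted p = 0.0142), mir-487b by -0.35 (adjusted p = 0.0147) and mir-151 by 0.30 (adjusted p = 0.0406), with all 3 unstressed female libraries on the same side of the mean of the unstressed males for each. Of these, mir-341, mir-487b and mir-151 stayed under a fold change of 1.3. Over the alternatives that kept all libraries the largest adjusted p was 0.0328 for mir-5099, 0.0691 for mir-341, 0.0811 for mir-487b and 0.105 for mir-151. Of the 4 comparable splits of the 6 libraries 1, the real one, gave as many called miRs (38, against 5 to 13), the smallest share that 4 splits allow, so that these splits by themselves cannot set a grouping by chance aside. The 6 splits that part fewer same-numbered pairs gave 5 to 17 miRs, and the real split alone gave miRs with an adjusted p under 0.05. The paper's design gives a difference between the sexes as a biological explanation, but depth was not tested for these 4 miRs, and the unstressed male libraries had the fewest reads.

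Among genes 988 were called between the unstressed groups, 53 with an adjusted p under 0.05 (1000 and 562 with the replicate block, and 7 to 458 with an adjusted p under 0.05 when one library was left out); 1 of the 4 comparable splits, the real one, gave as many, the others 173 to 419. The paper's Data Sheet 2 lists 978 genes for this comparison, 697 higher and 281 lower in females; 877 of them were tested here, and 851 were called in the listed direction. With the cortical marker genes in the model 460 genes were called, so that cortical tissue in some pools may account for a part of them. The mean of those marker genes was higher in each unstressed female library than in every unstressed male one. That fit therefore cannot part cortical tissue from sex. No other technical explanation was tested.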

How the results depend on the processing

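The alternatives that are marked as added, the fits of marker sets under other scalings the leave-one-out fits of the marker sets and the fit with the cortical marker genes were chosen only after the results were seen; the tests of scaling, GC content and gene length, and the genes with the most reads were not.

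Each main result was recomputed under each alternative, 578 values in all, of which 440 kept their size: counts within 1.5 times, and shares and correlations within the SD of the fits that each left out one library. Of the other 138 values, 49 were smaller counts, 34 larger counts and 55 shares or correlations that moved. The numbers of genes and miRs regulated in males stayed within 1.5 times under every scaling, under edgeR's quasi-likelihood test, library quality weights, the replicate block and in all 12 fits that each left out one library (821 to 1609 genes and 18 to 32 miRs). Where a count or a share changed, the cause was not tested.

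With DESeq2's Wald test fewer miRs were called, 16 in males, 12 in females, 21 for the interaction and 23 between the unstressed groups, and 0 miRs were regulated in the same direction in both sexes (5 at an unadjusted p under 0.05 without a fold threshold in the limma fit). The share of downregulated miRs was then 37.5% in males and 91.7% in females. The same test gave 194 genes in females, 23 genes regulated in the same direction in both sexes, and a downregulated share of 69.1% in females. With it 3 genes in females (smallest 0.0325) and 5 miRs in males had an adjusted p under 0.05, where the limma fit gave 0 of each. With edgeR's quasi-likelihood test 48 genes were regulated in opposite directions and the female share was 69.0%.

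When every feature with at least 1 read in any library was tested, 61 miRs were called in males, 47 in females, 60 for the interaction and 60 between the unstressed groups, with 3 in the same and 4 in opposite directions. The correlation of male and female miR changes was -0.0325, and the downregulated shares were 67.2% in males and 61.7% in females. Among genes 865 were called in females, 1350 for the interaction and 1541 between the unstressed groups, with 79 in the same and 48 in opposite directions, a correlation of 0.0162 and a female share of 56.9%. With at least 10 reads in every library 11 miRs were called in females and 18 for the interaction, the miR correlation changed its sign to 0.0425, and the female share of miRs was 81.8%. The same filter gave 205 genes in females, 29 in the same and 14 in opposite directions. With filterByExpr the miR correlation was -0.0345 and the downregulated share of male miRs 40%. Features with a mean of fewer than 10 reads made up 24.2% of the genes and 33.3% of the miRs called in females, against 11.4% and 19.2% in males, and their fold changes rest on few reads; with all libraries thinned to the same depth 359 genes and 20 miRs were called in females.

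At an adjusted p under 0.05 with the fold threshold, 0 miRs were called in males and 0 in females, 1 for the interaction, 2 between the unstressed groups, and 0 in both sexes in the same or in opposite directions; without the fold threshold 62 miRs in males and 40 in females had an unadjusted p under 0.05. In males 256 genes were called, in females 0, for the interaction 5 and between the unstressed groups 39, with 0 genes in both sexes in either direction. Of the network targets 0 of Table S5, 45 of Table S6 and 88 of Table S7 remained past that threshold. No share could be computed for the miRs or for the female genes. Without the fold threshold, 81 miRs were called between the unstressed groups, and the male share of downregulated miRs was 56.5%. It gave 3992 genes in males, 786 in females, 1775 for the interaction and 2859 between the unstressed groups, with 195 in the same and 43 in opposite directions, and downregulated shares of 53.7% in males and 54.1% in females.

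Scaling moved the downregulated shares. With library size only the male share of genes was 76.2%, and those of miRs 39.1% in males and 57.9% in females. Quantile normalization gave 52.3% of genes in males, 48.8% of genes in females and 40% of miRs in males, and DESeq2's size factors 39.1% of miRs in males. The 2 added gene fits without TMM factors each gave 76.0% of genes in males. For genes in males the largest move, 12.9 percentage points, was past the 10 points set as the limit, so the excess of downregulated genes depends on the scaling, which may account for a part of it; under none of these scalings did the male share fall below 50%, though leaving out one stressed male library brought it to 49.9%. Under scaling by library size only, the median log2 fold change of all genes in males was -0.06. A correction for GC content and gene length, within the 17795 genes with both values, changed the male share by -5.50 points, and by -6.08 points with the replicate block. Taking the 10 genes with the most reads out of the library totals, under scaling by library size only, changed it by -6.78 points. Neither passed the limit. Markers of neighboring tissues shifted between the male groups in 3 of 4 sets, of which the choroid plexus set did not shift in every fit that left out one library. With the mean of the cortical set in the model the male share was 69.4% and not lower. That mean was higher in each stressed male library than in every unstressed one, so this fit cannot part cortical tissue from SCVS. It does not settle whether cortical tissue accounts for a part of the excess, and the other tissues were not tested in that way.

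Fits to only the 6 libraries of a comparison gave a downregulated share of 53.8% for male miRs. With library quality weights 0 miRs were regulated in the same direction (the main count was 1), the miR correlation was -0.0261, and 531 genes were called in females and 107 in the same direction in both sexes. With the replicate block 58.8% of male miRs were downregulated, 41 genes were regulated in opposite directions and 69.6% of female genes were downregulated. With fry, which tests each set by itself, 4 marker sets shifted in males and 0 in females, where camera had given 9 and 7. The smallest unadjusted female p of fry was 0.0436, for the glucocorticoid response set, the single set in females under 0.05 (adjusted p = 0.494). Both fry and camera gave its direction as up, with 12 of 17 genes up, although its mean log2 change was -0.03.

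Across the 12 fits that each left out one library, the miRs regulated in both sexes ranged from 0 to 2 in the same and from 1 to 4 in opposite directions, their correlation from -0.206 to -0.0391, and their downregulated share from 38.5% to 56.2% in males and from 62.5% to 88.5% in females. Genes called in females ranged from 239 to 630, those regulated in the same direction from 25 to 79 and in opposite directions from 12 to 107, and the correlation from -0.0338 to 0.186. The downregulated share of genes ranged from 49.9% to 72.9% in males and from 51.4% to 70% in females. Network targets past the thresholds ranged from 19 to 43 for Table S5 and from 162 to 280 for Table S7, and marker sets that shifted in females from 3 to 11. Genes with an adjusted p under 0.05 ranged from 79 to 932 in males, from 0 to 60 in females, from 0 to 199 for the interaction and from 7 to 458 between the unstressed groups.

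For single features that are named in the text, 2747 log2 fold changes were recomputed. Of these 2473 kept their direction and their side of the threshold, 224 no longer passed it, 38 newly passed it and 12 changed direction. The changes of direction were in *Lsm4*, *Kcnc2* and let-7d, which passed no threshold in the sex concerned. *Lsm4* in females was -0.013 under scaling by library size only and -0.013 under each of the added fits, and between -0.052 and 0.050 when one library was left out. *Lsm4* in males ranged from -0.19 to 0.016 in such fits, *Kcnc2* from -0.051 to 0.14 in males and from -0.23 to 0.35 in females, and let-7d in females from -0.018 to 0.11. Of 208 overlap p values 174 stayed on their side of 0.05, 24 no longer passed it and 10 newly did. Among the named features, the overlap p values and the counts at an adjusted p together, calling by the adjusted p weakened 70 results and strengthened 0, leaving out one library weakened 144 and strengthened 28, DESeq2's Wald test weakened 21 and strengthened 9, library quality weights weakened 11 and strengthened 7, fits to 6 libraries weakened 10 and strengthened 1, and the replicate block weakened 0 and strengthened 6.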

Differences from the paper's values

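Of the settings below, the 2 gene fits without TMM factors that are called added were chosen only after the results were seen; the others were set before the data were examined.

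For miRs the paper gives 42 as regulated in males, where 26 were called here; of the alternatives set before the data were examined, testing every miR with at least 1 read in any library, calling without a fold threshold, library quality weights, the replicate block (34) and leaving out stressed male replicate 2 came within the paper's range, and the others did not. The paper's 25 upregulated miRs in males stand against 14 here; at least 1 read in any library and no fold threshold closed that gap, the others not. In females the paper's 18 upregulated miRs stand against 7 here, which the same 2 settings alone closed, and the paper's 10 downregulated miRs against 17 here; edgeR's quasi-likelihood test, DESeq2's Wald test, scaling by library size only, quantile normalization, at least 10 reads in every library, filterByExpr, and leaving out nonstressed male replicate 1, nonstressed female replicate 2 or stressed female replicate 3 closed the latter, the others not. Upregulated in both sexes were 3 miRs by the paper and 1 here, and at least 1 read in any library and no fold threshold closed the difference, the others not. The paper's share of similarly regulated miRs that overlap is 4%, against 2.04% here; it was reached with at least 1 read in any library, at least 10 reads in every library, filterByExpr, no fold threshold, or without stressed female replicate 2, and with no other setting. The paper entered 781 miRs into its comparison, and 500 were tested here; at least 1 read in any library alone came within 1.5 times.

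For genes, the paper gives 9 as upregulated in both sexes and 16 were called here; edgeR's quasi-likelihood test, DESeq2's Wald test, scaling by library size only, fits to 6 libraries, and leaving out nonstressed male replicate 2 or 3, stressed male replicate 1 or 2 or stressed female replicate 2 or 3 closed the gap, the other alternatives set before the data were examined did not, and both added fits, chosen after seeing the values, did. The paper's Fisher p for genes downregulated in males and upregulated in females is 0.15, against 0.00343 here; leaving out nonstressed male replicate 1 or 3 closed the gap, no other alternative set before the data were examined did, and the added sex-by-stress fit, chosen after seeing the values, gave 0.146. That added fit also gave the paper's numbers of 19827 tested genes, 1349 regulated genes in males, 348 in females and 9 upregulated in both.

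The paper states 192 M reads for all small RNA libraries and 16 M per library, against 102 M and a median of 7.60 M counted on miRs here; the paper's numbers are reads sequenced, and no alternative bears on them. The paper's log2 fold change of mir-1912 in females is 0.63806, against 0.28 here, and those of let-7d are 0.45843 in males and 0.48343 in females, against 0.12 and 0.037; none of the alternatives set before the data were examined closed these 3 gaps. The paper lists mature miRs, and the values here are of precursors.

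The other 3 Fisher p values that the paper gives for overlaps of regulated genes are compared in words. Here they were 2.06e-08 for upregulated genes, 1.04e-11 for downregulated genes and 0.0033 for genes up in males and down in females. For upregulated genes the paper's p is larger; fits to 6 libraries and leaving out stressed female replicate 3 came within 1.5 times of it, and both added fits, chosen after seeing the values, did too. For downregulated genes the paper's p is larger, and of the settings tried DESeq2's size factors alone came as near. For genes up in males and down in females the paper's p is smaller; library size only, at least 1 read in any library and the added sex-by-stress fit, chosen after seeing the values, came as near. For miRs the paper reports an overlap beyond chance among upregulated and among oppositely regulated miRs. The p values here were 0.181 for upregulated miRs, under 0.05 only without a fold threshold (0.00347), and 0.0779 for miRs up in males and down in females, under 0.05 with edgeR's quasi-likelihood test, DESeq2's Wald test, library size only, at least 10 reads in every library, filterByExpr, and without nonstressed male replicate 1 or 2 or nonstressed female replicate 2. The paper has more miRs up than down in females, whereas 17 of the 24 called here were down.

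Some genes and miRs that the paper counts as regulated were not called here. Of those it gives as opposite between the sexes, *Chrna4* in females (-0.38) was called under edgeR's quasi-likelihood test, DESeq2's Wald test, library size only, at least 10 reads in every library, library quality weights, the replicate block (-0.39), no fold threshold, and without nonstressed female replicate 2 or stressed female replicate 3; *AC154308.1* in females (-0.59) under library quality weights, the replicate block (-0.56) and without stressed female replicate 1; *Alas2* in females (-0.37) under library size only, no fold threshold, library quality weights and without nonstressed female replicate 1 or stressed female replicate 1; *AC133502.1* in females (-0.92) under library size only and without nonstressed male replicate 3 or stressed female replicate 3; and *Ropn1l* in males (-0.57) under library size only and without stressed male replicate 2. The added sex-by-stress fit, chosen after seeing the values, called these 5, and the other added fit, also chosen after seeing them, called *Chrna4*, *Alas2* and *Ropn1l*. No setting called let-7d in either sex or mir-1912 in females. *Rhox4a*, *Chrnb3*, *AL671140.1*, U6 and *Drd4* could not be matched to one tested gene.

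Of the 42 miRs that Table S2 lists for males, 19 were called here in the listed direction and 23 in at least one setting; miR-6939, miR-7026 and miR-6926 were called only with at least 1 read in any library and miR-345 only without a fold threshold, and 19 were called in no setting. Of the 28 listed for females, 12 were called here and 15 in at least one setting: miR-216a under edgeR's quasi-likelihood test, library size only, quantile normalization, fits to 6 libraries and 3 of the fits that left out one library, miR-7235 under quantile normalization and miR-1961 with at least 1 read in any library; 13 were called in no setting. The precursor of miR-1981, listed as up in females, was called as down here (-0.39). The precursor of miR-451a, listed as up in males, has 0 reads in the deposited counts. Of the genes in Data Sheet 2, 1050 of 1348 for males, 126 of 166 for females and 851 of 978 between the unstressed groups were called here, and the added sex-by-stress fit, chosen after seeing the values, called the 1348, the 166 and the 978, with log2 fold changes within 4.99e-06 of the listed ones.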

Other observations

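The tests that used the cortical marker genes as a covariate, those against the unstressed males, the library-by-library tests of mir-144, mir-1a and mir-133a, and the relabelings for correlations, overlaps and marker sets were chosen only after the results were seen.

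The larger number of genes regulated in males (1198) than in females (322) was weighed against several technical explanations. The median SD between libraries was not larger in females than in males (ratio 0.881). Without any one male library the male count stayed at least 2.43 times the female one. With every library thinned to the same depth, 1152 genes were called in males and 359 in females, and for miRs 28 in males and 20 in females, so a difference in depth did not account for the calls in males. Stressed males differed from stressed females in 1031 genes by the thresholds and 27 at an adjusted p under 0.05, against 988 and 53 between the unstressed groups, so that at the thresholds it was not the unstressed males alone that stood apart. With the mean of the cortical glutamatergic genes in the model, 1332 genes were called in males and 255 in females, a ratio of 5.22. Only 1 male gene kept an adjusted p under 0.05, where 618 had one before. Since that mean was higher in each stressed male library than in every unstressed one, this fit cannot part cortical tissue from SCVS. Of the 4 splits of the male libraries that part the same-numbered pairs equally, 1, the real one, gave as many genes (the others 172 to 367), and none of the others gave a gene with an adjusted p under 0.05 (real split 618); the 6 remaining splits gave 182 to 1018 genes. Of the 4 for females 2 gave as many (the others 134 to 385), and of the 6 remaining 3 did. With 4 splits the share cannot fall under 1 in 4, so that this test by itself cannot set a grouping by chance aside. The 6 remaining male splits gave no gene with an adjusted p under 0.05 either, and simulated data without any change gave 321 called genes in males, none with an adjusted p under 0.05. In females, where no gene had an adjusted p under 0.05 and 786 had an unadjusted p under 0.05, the number is close to the 331 genes called in such data. For miRs the real split of the males gave the most (26, against 11 to 14 and, in the 6 remaining, 5 to 20), as did that of the females among the 4 (24, against 6 to 10), with 1 of the 6 remaining giving 26. A weaker response in females may still be real, but the difference of the numbers was not itself tested, and the interaction gave 5 genes with an adjusted p under 0.05.

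The overlap of the sexes was compared with 32 relabelings within both sexes. A correlation of male and female changes at least as high as the observed one (0.0971) arose for genes in 4 of them, and one at least as low as that of miRs (-0.124) in 4. As many genes in the same direction (49) arose in 2 of them (up to 52), and as many in opposite directions (24) in 5 (up to 52). For miRs as many in the same direction (1) arose in 8 of the 32 and as many in opposite directions (2) in 2 of the 32, the real grouping being included in each of these numbers. The 24 relabelings that change the male grouping gave at most 15 genes in the same and 15 in opposite directions, so that the numbers of shared genes follow the number of genes called in males and the relabelings by themselves do not test the overlap. The Fisher's exact tests take features as independent.

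Marker genes of cortical glutamatergic neurons were higher in stressed than in unstressed males by a mean log2 change of 1.69 (17 of 19 genes, all 3 stressed libraries, adjusted p = 5.24e-06, camera; at most 1.21e-05 over 3 scalings and the replicate block, where the mean lay between 1.64 and 1.73) and lower in stressed females, with a mean log2 change of -0.58 (1 of 19 genes up, all 3 stressed libraries lower, adjusted p = 0.00197; 0.637 with fry). In females the mean lay between -1.37 and -0.12 when one library was left out, with an adjusted p up to 0.529 and 9 of 12 fits under 0.05. The mean level of these genes in unstressed female replicate 2 (-0.69) lay below those of the stressed females (-0.23, -0.21 and 0.58). The stressed female libraries were thus lower only than the mean of the unstressed ones. The interaction of the set was -2.27 (adjusted p = 1.93e-10, or 0.137 with fry). With fry, which tests the set by itself, the adjusted p was 0.153 in males. Marker genes of hypothalamus and basal forebrain were lower in stressed males (mean -0.54, 3 of 22 genes up, all 3 libraries lower, adjusted p = 6.55e-09, or 0.0112 with fry). Those of choroid plexus were lower too (mean -0.54, 2 of 16 up, all 3 libraries below the mean of the unstressed males, adjusted p = 0.0236, at most 0.105 over those settings, or 0.156 with fry). The choroid plexus mean lay between -0.78 and -0.18 when one library was left out, with an adjusted p up to 0.438. By camera 3 of 4 sets of neighboring tissues thus shifted, the choroid plexus set in 10 of the 12 fits that each left out one library. *Slc17a7*, a gene of the cortical set, had 12.0, 4.02 and 16.4 CPM in unstressed males, 39.5, 119 and 162 in stressed males, 209, 16.4 and 297 in unstressed females and 37, 34.5 and 93.2 in stressed females. The 12 genes up in males and down in females followed the cortical score within groups (median r 0.691, with 0.277 at the 95th percentile of random lists of genes). Genes downregulated in females followed the score too (median r 0.232, with 0.131 at the 95th percentile), and those upregulated in females had a median r of -0.139. Genes up in males came close to their 95th percentile without passing it (median r 0.108, with 0.110). Genes down in males did not pass theirs (0.0851, with 0.0974). Marker genes of the neighboring tissues, the cortical ones among them, were left out of all these lists. The values therefore do not settle whether cortical tissue accounts for a part of the genes called in males. A different share of cortical tissue in the pools may thus account for the 12 genes. It may also account for a part of the genes called in females and of the difference between the unstressed groups. This is a hypothesis, since a change of these genes within the NAc was not tested against it.

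Red blood cell mRNAs rose in stressed males by a mean of 0.34 (9 of 11 genes, all 3 libraries, adjusted p = 1.58e-05, and from 2.69e-06 to 6.27e-05 over 3 scalings and the replicate block; 0.0112 with fry) and were lower in stressed females (mean -0.19, 2 of 11 genes up, all 3 libraries lower, adjusted p = 0.031; 0.637 with fry), with an interaction of -0.53 (adjusted p = 1.57e-08; 0.0215 with fry). The erythroid mir-144, which rose by 0.47 in males, followed these mRNAs across the 12 libraries (permutation p = 0.00129). Blood left in the pools is therefore a candidate explanation for the rise of mir-144 and *Alas2* in stressed males; a change of blood flow or of vessels after SCVS cannot be told apart from it.

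The 7 muscle miR precursors rose in stressed males by a mean of 0.46 (7 of 7, all 3 libraries, adjusted p = 2.34e-05; 0.0181 with fry), with an interaction of -0.49 (adjusted p = 0.00059; 0.0615 with fry). Vascular smooth muscle mRNAs rose in stressed males by 0.17 (9 of 11 genes, 2 of 3 libraries, adjusted p = 0.0164, and at most 0.0204 over 3 scalings and the replicate block; 0.117 with fry), while skeletal muscle mRNAs did not (0.08, 11 of 16 genes, adjusted p = 0.346). Across the 12 libraries, however, mir-1a and mir-133a did not follow the vascular smooth muscle genes (Pearson r 0.312, permutation p = 0.324; Spearman rho 0.343, permutation p = 0.277; r 0.508 without the 2 farthest libraries and -0.145 within groups). Vessel wall was therefore not shown to account for their rise. The 7 precursors were higher in unstressed females than in unstressed males (mean 0.38, 6 of 7 up, adjusted p = 0.0132, or 0.0557 with fry), among them mir-206 by 1.69. A state of the unstressed males, rather than SCVS, may thus account for a part of the rise, and a response of these miRs to SCVS in males remains a hypothesis.

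Heat shock genes were lower in stressed than in unstressed males (mean -0.43, 0 of 19 genes up, all 3 libraries lower, adjusted p = 7.69e-13; 0.00135 with fry, and from 4.94e-17 to 2.4e-12 over 3 scalings and the replicate block), as were those of the unfolded protein response (-0.33, 2 of 21 up, all 3 libraries, adjusted p = 5.05e-13; 0.00211 with fry) and immediate early genes (-0.43, 2 of 24 up, all 3 libraries, adjusted p = 1.28e-06; 0.0768 with fry). In stressed females immediate early genes (-0.18, 3 of 24 up, adjusted p = 0.00167) and unfolded protein response genes (-0.05, 7 of 21 up, adjusted p = 0.031) were also lower by camera. Heat shock genes were higher (0.03, 15 of 19 up, adjusted p = 0.0433). With fry the adjusted p was 0.637 for each in females. The interaction was 0.46 for heat shock genes (adjusted p = 7.27e-18, or 0.0042 with fry). It was 0.28 for the unfolded protein response (3.94e-12, or 0.0215 with fry) and 0.25 for immediate early genes (0.002, or 0.355 with fry). The same heat shock genes were lower in unstressed females than in unstressed males (mean -0.15, 2 of 19 up, all 3 libraries, adjusted p = 6.77e-09; 0.028 with fry), as were those of the unfolded protein response (-0.13, 3 of 21 up, all 3 libraries, adjusted p = 7.67e-07; 0.125 with fry), and the immediate early genes were not (0.02, 9 of 24 up, adjusted p = 0.586). A state of the unstressed male mice or of their dissection, rather than SCVS, may thus account for a part of these decreases. Between stressed and unstressed males and between the unstressed groups, 249 genes changed in the same direction and 5 in opposite directions. Both comparisons share the unstressed male libraries, so that agreement arises by design. How much would arise without any change was not computed, so these numbers do not tell whether the unstressed males stood apart. Of the 4 splits of the libraries 1, the real one, gave as many shifted marker sets in males (9, against 3 to 7) and 1 in females (7, against 4 to 6). Of the 6 remaining splits 1 gave as many in males (1 to 9 sets) and 2 in females (2 to 9 sets), so that the number of shifted sets is also reached by other groupings.

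Among other pairs of groups, 1495 genes were called between stressed males and unstressed females (715 with an adjusted p under 0.05) and 960 between unstressed males and stressed females (105).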
